# N6-methyladenosine modification governs liver glycogenesis by stabilizing the glycogen synthase 2 mRNA

**DOI:** 10.1038/s41467-022-34808-2

**Published:** 2022-11-17

**Authors:** Xiang Zhang, Huilong Yin, Xiaofang Zhang, Xunliang Jiang, Yongkang Liu, Haolin Zhang, Yingran Peng, Da Li, Yanping Yu, Jinbao Zhang, Shuli Cheng, Angang Yang, Rui Zhang

**Keywords:** Polysaccharides, Evolutionary developmental biology

## Abstract

Hepatic glycogen is the main source of blood glucose and controls the intervals between meals in mammals. Hepatic glycogen storage in mammalian pups is insufficient compared to their adult counterparts; however, the detailed molecular mechanism is poorly understood. Here, we show that, similar to glycogen storage pattern, N6-methyladenosine (m6A) modification in mRNAs gradually increases during the growth of mice in liver. Strikingly, in the hepatocyte-specific Mettl3 knockout mice, loss of m6A modification disrupts liver glycogen storage. On the mechanism, mRNA of Gys2, the liver-specific glycogen synthase, is a substrate of METTL3 and plays a critical role in m6A-mediated glycogenesis. Furthermore, IGF2BP2, a “reader” protein of m6A, stabilizes the mRNA of Gys2. More importantly, reconstitution of GYS2 almost rescues liver glycogenesis in Mettl3-cKO mice. Collectively, a METTL3-IGF2BP2-GYS2 axis, in which METTL3 and IGF2BP2 regulate glycogenesis as “writer” and “reader” proteins respectively, is essential on maintenance of liver glycogenesis in mammals.

## Abstract (web summary)

Here the authors find that the mRNA of GYS2, the liver-specific glycogen synthase, is a substrate of METTL3 and IGF2BP2 and that m6A-mediated regulation of Gys2 mRNA is critical for the maintenance of liver glycogenesis in mammals during growth, such as mice and rats.

## Introduction

Hepatic glycogen maintains the blood glucose concentration between meals. In humans, defects in glycogenesis cause different types of glycogen storage diseases, which may lead to failure to thrive in some pediatric patients^1,2^. Intriguingly, under physiological conditions, the hepatic glycogen content increases gradually from birth to adulthood in numerous mammals, such as rats, rabbits, sheep, and rhesus macaques^3–5^. And the blood glucose concentration has a similar pattern^6^. However, the detailed mechanism and biological meaning of this phenomenon remain unclear.

Gys2, located at 12p12.1 in human, is conserved in chimpanzee, rhesus monkey, dog, cow, mouse, rat, chicken, and zebrafish. The protein encoded by this gene is liver glycogen synthase (GS), a key enzyme in glycogenesis, and catalyzes the addition of α−1,4-linked glucose to the growing glycogen chain. Mutations in this gene cause glycogen storage disease type 0 (GSD-0) in early childhood, with hypoglycemia and liver glycogen defect as symptoms^1,7^. However, little is known about regulation of *Gys2* expression.

Among the more than one hundred RNA modifications, N6-methyladenosine (m6A) was identified in the 1970s^8^. M6A is the most abundant modification in eukaryotic mRNAs^9^ and functions as an epitranscriptomic regulator of target mRNAs through multiple mechanisms, including regulating mRNA stability and translation efficiency^10^. As early as in 1990s, MT-A70, also known as METTL3 these years, was reported having methyltransferases activity of m6A^11^. However, approximately a decade ago, the identification of the first RNA demethylase, fat mass, and obesity-associated protein (FTO), revealed that N6-methyladenosine modification is reversible^12^. And consequently, a methyltransferase complex consisting mainly of methyltransferase-like 3 (METTL3), methyltransferase-like 14 (METTL14) and Wilms tumor-associated protein (WTAP) has been proven to act as an m6A methyltransferase (“writer”) in mammalian cells^13,14^ with METTL3 being the essential catalytic component of the complex^10,15–19^. Furthermore, a group of YT521-B homology (YTH) domain-containing family proteins (YTHDFs) have been identified as m6A “readers” that control mRNA fate by regulating pre-mRNA splicing, facilitating mRNA translation and promoting mRNA degradation^10,20–24^. Strikingly, Huang et al. and other groups demonstrated that insulin-like growth factor 2 (IGF2) mRNA-binding proteins 1, 2, and 3 (IGF2BP1/2/3) preferentially recognized m6A-modified mRNAs and promoted the stability (and likely the translation) of thousands of potential target mRNAs in an m6A-dependent manner, thereby affecting global gene expression output^25–28^.

Importantly, with deeply understanding the biochemical process of N6-methyladenosine modification in the past decade, more studies have moved forward to explore the functional significance of m6A in various biological processes, including DNA damage repair^29^, meiosis^30^, circadian clock^31^, and tumor immune surveillance^32^. Transcriptome-wide mapping of m6A modification has revealed cell type-specific methylation targets, suggesting that m6A regulates cell type-specific processes^33^. Liver is an important metabolic organ in the body, and maintaining its functional homeostasis is essential for health. It has been reported that inhibition of m6A methylation decreases the m6A abundance in PPaRα and increases the lifetime and expression of PPaRα mRNA, reducing lipid accumulation in hepatocytes^34^. In addition, m6A modification can also orchestrate sex-dimorphic metabolic traits in liver. Loss of m6A control in male livers increases hepatic triglyceride stores, leading to a more ‘feminized’ hepatic lipid composition^35^. All the evidence supports that dynamic modification of m6A is essential for the multiple physiological functions of liver tissues.

Here, we find a positive relationship between m6A levels and glycogen contents in the hepatocytes during mouse growth. Strikingly, hepatic glycogen is almost completely absent in mice with liver-specific *Mettl3* deletion. Analysis of m6A-methylated RNA immunoprecipitation sequencing with qRT-PCR (MeRIP-qPCR) shows that METTL3 induces an increase in the m6A level in *Gys2* mRNA and promotes IGF2BP2-mediated *Gys2* mRNA stability. Importantly, reintroduction of exogenous GYS2 partially rescues glycogen storage in *Mettl3*-deficient hepatocytes in vivo. Furthermore, co-expression of *Mettl3* and *Gys2* is associated with liver glycogen storage in other mammals, such as Sprague‑Dawley rats. Taken together, our study reveals that a METTL3-IGF2BP2-GYS2 axis potentially regulates the hepatic glycogen quantity.

## Results

### Mouse pups have both low glycogen storage and low mRNA m6A level in liver

Mice are usually weaned after 4 weeks of age and reach sexual maturity between 6 and 8 weeks. After 8 weeks of age, most mice have the ability to procreate. Here, we measured liver glycogen levels in C57BL/6 mice in a free diet at different ages and found that glycogen storage in the liver gradually increased with the growth of mice (Fig. 1a). Via transmission electron microscopy (TEM), only a few glycogen molecules were observed in hepatocytes from 4-week-old mice; however, hepatocytes from 8-week-old mice contained an abundance of glycogen in the cytoplasm (Fig. 1b). Glycogen content assay confirmed this conclusion (Fig. 1c). Intriguingly, if we conjointly analyzed samples from different ages, the relative fold of m6A in livers’ mRNAs had an obvious positive relationship with glycogen content (Fig. 1d).

**Fig. 1:**
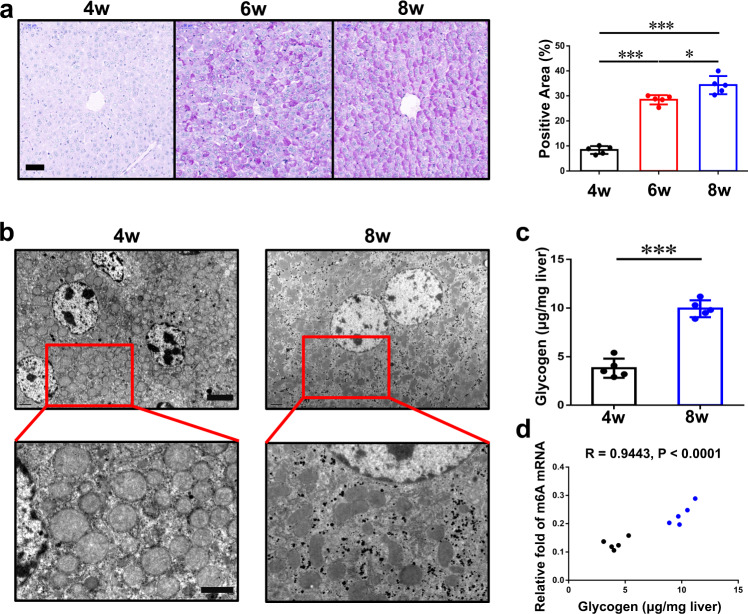
Low content of mRNA m6A is related to a shortage of hepatic glycogen in mouse pups. **a** PAS staining of wild-type mouse livers in different ages (4w, 4 weeks; 6w, 6 weeks; 8w, 8 weeks). The percentage of positive area is measured by Image J and shown on the right. Bar, 50 μm. *n* = 5 animals. Data are presented as mean values +/− SEM. *p < 0.05; ***p < 0.001 by one-way ANOVA. **b** Transmission electron microscope pictures of wild-type mouse livers in different ages. Bar: top, 4 μm; bottom, 2 μm. This experiment was repeated independently with similar results at least 3 times. **c** Hepatic glycogen content at different ages, as micrograms per milligram of tissue, *n* = 5 animals. Data are presented as mean values +/− SEM. Two-sided Student’s t test was performed to determine a difference among groups. ***p = 0.0006. **d** The relationship between relative fold of m6A mRNA and hepatic glycogen content at different age samples. Black, 4w; blue, 8w. *n* = 10 animals. Linear regression was performed to determine a difference. Source data are provided as a Source data file.

### Genetic and pharmacological inhibition of Mettl3 simulates lack of glycogen in liver

To investigate why mRNA m6A levels increase with age, we analyzed an RNA-seq dataset with different-aged mouse livers (GSE58827). *Mettl3*, but not other key m6A machinery components, was found having a significant increase with age (Fig. 2a). And the elevation of METTL3 was also observed in protein level (Fig. 2b).

**Fig. 2:**
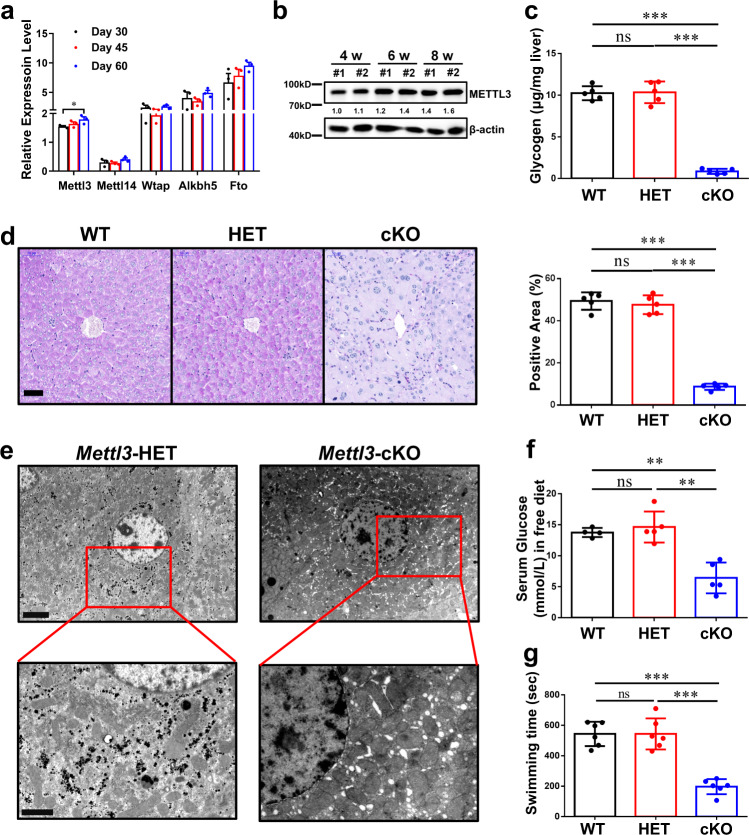
*Mettl3* depletion simulates lack of glycogen in liver. **a** Relative expression levels (FPKM) of five key genes in m6A writing or erasing from a mouse liver-associated GEO dataset (GSE58827). *n* = 3 independent samples. Data are presented as mean values +/− SEM. Two-way ANOVA was performed to determine a difference among columns within a gene. *p < 0.05. **b** Western blotting assay of *Mettl3* protein level in wild-type mouse livers from different ages. This experiment was repeated independently with similar results at least 3 times. **c** Hepatic glycogen content at different ages, as micrograms per milligram of tissue, *n* = 5 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between each column. ns, not significant; ***p < 0.001. **d** PAS staining of livers in 8-week-old mice with different *Mettl3* genotypes. The percentage of positive area is measured by Image J and shown on the right. WT wild type, HET heterozygous, cKO conditional knockout (Albumin-cre). Bar, 50 μm. *n* = 5 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between each column. ns, not significant; ***p < 0.001. **e** Transmission electron microscope pictures of livers in 8-week-old mouse with indicated *Mettl3* genotypes. Bar: top, 4 μm; bottom, 2 μm. This experiment was repeated independently with similar results at least 3 times. **f** Serum glucose level of 8-week-old mice with different *Mettl3* genotypes. *n* = 5 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between each column. ns, not significant; **p < 0.01. **g** Exhaustive swimming assay of 8-week-old mice with different *Mettl3* genotypes. *n* = 6 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between each column. ns, not significant; ***p < 0.001. Source data are provided as a Source data file. See also Supplementary Figs. 1 and 2.

To demonstrate the detailed mechanism between Mettl3 and glycogen storage, firstly, we generated a hepatocyte-specific *Mettl3* knockout model, albumin-Cre *Mettl3*^fl/fl^ (Supplementary Fig. 1a). As expected, the declines in METTL3 protein (Supplementary Fig. 1d) and in relative fold of global m6A mRNA (Supplementary Fig. 1c) were observed in cKO-mice’s liver tissues. Intriguingly, the relative fold of m6A mRNA had no significant difference between WT (wild-type) and HET (heterozygous) mouse livers (Supplementary Fig. 1c), although they have different *Mettl3* mRNA levels (Supplementary Fig. 1b). Glycogen content assay and periodic acid-Schiff (PAS) staining revealed that glycogen shortage in the liver was simulated in *Mettl3-*cKO mouse, but WT and HET mice had similar glycogen level in liver (Fig. 2c, d). Via transmission electron microscopy (TEM), almost no glycogen could be observed in hepatocytes of *Mettl3-*cKO mice (Fig. 2e). In addition, AQP8, a channel protein that was reported to have a close temporal and spatial correlation with glycogen accumulation in hepatocytes^36^, was reduced in *Mettl3*-cKO mice (Supplementary Fig. 1e). Considering that the most important function of liver glycogen is blood glucose maintenance, we measured the serum glucose level in mice of different genotypes and found that it was greatly reduced in *Mettl3-*cKO mice (Fig. 2f). Furthermore, *Mettl3-*cKO mice also had worse performance than WT and HET mice in the forced swim test (Fig. 2g). In summary, hepatocyte-specific Mettl3-cKO could simulate glycogen shortage in liver, although *Mettl3*-HET and *Mettl3*-WT had no significant difference in glycogen and other associated phenotypes.

STM2457 is a highly efficient and selective catalytic inhibition on RNA methyltransferase METTL3. Eight-week-old male mice were sacrificed after treatment with vehicle or 50 mg/kg STM2457 each day for 5 days (Supplementary Fig. 2a). As excepted, relative fold of m6A mRNA was diminished in hepatocytes of STM2457-treated mice (Supplementary Fig. 2b). PAS staining (Supplementary Fig. 2c), transmission electron microscopy (Supplementary Fig. 2d) and glycogen content assay (Supplementary Fig. 2e) showed that STM2457-treated mice had much less glycogen in liver. Taken together, Mettl3-specific methyltransferase activity inhibition also simulate lack of glycogen in mouse liver.

### Identification of Gys2 mRNA as a key target of METTL3 in mouse liver

To investigate the role of m6A in liver glycogen storage, total RNA was isolated from samples of *Mettl3-*WT and *Mettl3-*cKO hepatocytes or liver tissues for m6A profiling by MeRIP-seq. 

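In the sequencing data behind these profiles, the hepatocyte libraries differ in genes of liver cell types. All 17 measured genes of Kupffer cells and macrophages were lower in the hepatocyte input labelled cKO than in that labelled WT, with a median log2 fold change of -4.45 (quartiles -4.74 to -2.74). C1qb, a complement gene of macrophages, was at 83.9 FPKM (fragment counts scaled for transcript length and library depth) in the input labelled WT and 1.29 in that labelled cKO. Clec4f, a lectin of Kupffer cells, was at 89.9 and 2.36 FPKM. The 14 measured genes of sinusoidal endothelium (median -2.82) and the 11 of stellate cells (median -2.36) were lower too. All 18 genes of hepatocyte identity were higher, with a median of 1.75. In the m6A immunoprecipitates (IP) the order was the other way round: 45 of the 53 listed genes of these 3 non-parenchymal cell types had a peak in the IP library labelled cKO, and 12 in the one labelled WT. All 18 hepatocyte identity genes had a peak in the IP library labelled WT, and 7 in the one labelled cKO. Hepatocytes have 1 input and 1 IP library per genotype, so these differences have no test.

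Mettl3 itself was not lower in the liver libraries labelled cKO. Male liver has 2 input and 2 IP libraries per genotype. Their inputs held Mettl3 at 8.43 and 10.6 FPKM under the label WT and at 26.3 and 14.7 under the label cKO (log2 fold change 0.99, standard error 0.42, adjusted p = 0.196 from limma with Benjamini-Hochberg adjustment). The hepatocyte inputs held it at 3.44 (WT) and 2.91 FPKM (cKO). The deleted allele lacks exons 2 and 3 (Supplementary Fig. 1a), and reads from the other exons still count here. The paper's own measures of METTL3 protein (Supplementary Fig. 1d) and global m6A (Supplementary Fig. 1c) are lower in cKO livers, and it reports Mettl3 mRNA as different between WT and heterozygous livers (Supplementary Fig. 1b). The libraries are therefore named by their labels throughout.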

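The hepatocyte libraries gave far more m6A peaks than the liver libraries. MACS, run by the authors on each library, listed 17175 peaks in 7450 genes for the hepatocytes labelled WT and 17277 peaks in 8150 genes for those labelled cKO. Male liver had 2424 and 1052 peaks under the label WT (replicates 2 and 3) and 1624 and 1127 under the label cKO. Median fold enrichment of IP over input was 28.5 and 14.95 in hepatocytes labelled WT and cKO, and 3.75 to 6.68 in liver. The lists reach down to unlike scores: the lowest -10 log10 p is 40.1 and 40.0 in hepatocytes and 3.03 to 3.05 in liver. Contrasts between hepatocyte and liver peaks therefore rest on unlike cutoffs. The median false discovery rate that the lists give is 100% in each liver library, against at most 25.9% for any hepatocyte peak. The hepatocyte lists are alike in number but differ in which genes they cover. Genes of fatty acid and triglyceride synthesis had 99 peaks in the library labelled WT and 23 in the one labelled cKO, the urea cycle and amino acid list 120 and 15, and the cholesterol list 64 and 10. Other lists went the other way, such as sinusoidal endothelium with 12 and 64 peaks, stellate cells with 4 and 39, and interferon genes with 24 and 43. Peak scores and enrichments are the authors' values and depend on each library's depth and input, so a difference between lists is no measure of a difference in methylation.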

Motif searching identified the consensus core “GGAC” motif within the m6A sites (Fig. 3a). 

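GGAC was more frequent in hepatocyte peaks than in nearby sequence of the same transcripts. It occurred in 59.0% of 12304 peaks in the library labelled WT (95% Wilson interval 58.1% to 59.9%), against 52.6% of control windows of equal length 500 nt away in the same region. In the hepatocyte library labelled cKO it occurred in 58.3% of 12738 peaks (57.5% to 59.2%), against 51.0% of controls. Within 100 bp at the peak centre the shares were 42.7% against 33.3% and 41.5% against 33.4%. These intervals cover counting error only. Over whole peaks male liver showed less of this: 52.2% against 49.4% in WT replicate 2, with an interval of 49.6% to 54.8%, and 52.1% against 50.9%, 50.5% against 51.3% and 51.4% against 51.1% in the others. Within 100 bp the excess was 39.5% against 33.5% in WT replicate 2 (37.1% to 41.9%), and in the other 3 liver libraries 37.6% to 39.3% against 35.1% to 36.3%, where each interval held the control share. Among all 256 words of 4 bases, ranked by peak over control, GGAC was at rank 5 in hepatocytes labelled WT and rank 8 in those labelled cKO. The top word was ACGA in the first and GACG (ratio 1.24) in the second. In liver GGAC ranked 31, 88, 153 and 120, and CGCG led in 3 of the 4 libraries. Each word was scored as present or absent per sequence. A word common in controls, as GGAC is, thus has less room for a high ratio than a rare one. The ranks depend on this and are not a motif search like the paper's. The wider consensus DRACH (any base but C, a purine, A, C, any base but G) occurred in 91.7% of WT hepatocyte peaks and 88.6% of their controls.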

The density of m6A peaks increased steadily along the transcript in the CDS and decreased along the 3’-UTR (Fig. 3b). 

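Hepatocyte peaks lay mostly in coding sequence. In the library labelled WT, 69.3% of 16347 placed peaks had their centre in the CDS (95% Wilson interval 68.6% to 70.0%), 26.1% in the 3'UTR and 4.55% in the 5'UTR. The library labelled cKO had 70.0%, 25.8% and 4.18% of 16399 peaks in these regions. Per kilobase of region, listed hepatocyte WT peaks were densest in the CDS (0.737), then in the 5'UTR (0.408) and the 3'UTR (0.345). Listed peaks can end at exon borders: the strongest Gys2 peak spans exactly exon 8 (142451534 to 142451640). An enriched stretch over several exons may therefore count more than once, which can raise the CDS count over that of the 3'UTR. Egfr, for example, had 19 peaks in the CDS and 4 in the 3'UTR. Along the CDS the share of peak centres was level: each of 10 equal bins held 6.59% to 7.33% of the peaks, with 6.71% in the first bin and 6.94% in the last. Along the 3'UTR it went from 6.53% in the first bin to 1.46% in the last, the decline that the paper describes. Male liver had a larger 5'UTR share, 13.5% to 14.9% over its 4 libraries, and a CDS share of 55.9% to 60.1%. Each peak is placed by its centre on the longest coding transcript that holds it, its own gene's first, a choice that can move peaks near a region's border. The paper's profile (Fig. 3b) is a density normalized by length, which is not the same measure as these counts.

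**Figure D1:**
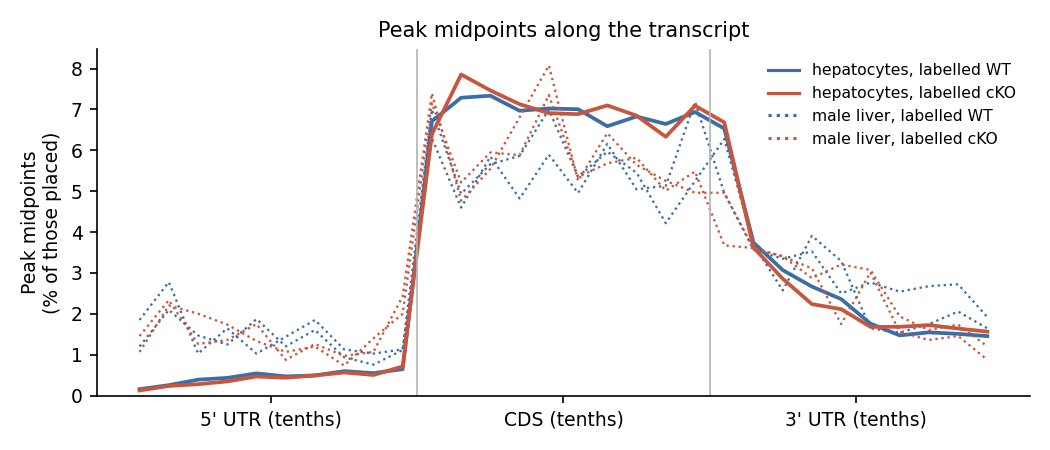
Share of m6A peaks in each of 10 equal bins of the 5'UTR, CDS and 3'UTR, for the hepatocyte and male liver libraries named by their labels.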

Gene Ontology (GO) terms related to numerous metabolic processes were the most significantly enriched with genes exhibiting m6A peak loss (Supplementary Fig. 3a) and downregulated expression (Supplementary Fig. 3b) in *Mettl3-*cKO liver tissue. These results suggested that m6A modification has a considerable influence on metabolic pathways. 

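In male liver, genes of oxidation, cytochrome P450 and lipid metabolism were lower in the libraries labelled cKO, and genes of translation were higher. limma called 165 genes lower and 403 higher of 10922 tested at an adjusted p under 0.05 (559 and 2213 at an unadjusted p under 0.05). Of the 165 genes, 33 carried the term oxidation-reduction process, which 480 tested genes carry (adjusted p = 5.79e-11, one-sided Fisher's exact test). The epoxygenase P450 pathway had 10 of its 21 genes among them (adjusted p = 5.79e-11), and lipid metabolic process 13 of 287 (adjusted p = 0.0252). In all, 13 of 804 terms passed, 4 of them among the 77 terms that name metabolism or oxidation. For the higher genes the leading term was translation, with 40 of 270 genes (adjusted p = 2.74e-11). Genes with a WT liver peak that neither cKO library overlapped gave 0 passing terms of 148, with 12 at an unadjusted p under 0.05 by Fisher's exact test. The nearest were carbohydrate metabolic process, with 23 of 24 genes (expected 17.6, unadjusted p = 0.00559, adjusted p = 0.446), and oxidation-reduction process, with 78 of 92 (expected 67.5, unadjusted p = 0.00603). Genes with such a loss were 1819 of the 2479 in this test. The terms are those in the authors' tables, and this term test was chosen after the data were seen. Without the expression filter limma called 14 genes lower and 2 higher of 14932, and 0 of 1073 terms passed for either group. With any 1 of the 4 libraries left out, which leaves 1 residual degree of freedom, limma called 0 genes (298 to 879 lower and 965 to 2198 higher at an unadjusted p under 0.05), and median-ratio scaling gave 170 higher and 286 lower.

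The lists fixed before the data were seen show which metabolic genes these are. Of 23 measured genes of cytochrome P450 and conjugation, 7 fell and 0 rose (11 and 3 when adjusted over the list alone), among them the esterase gene Ces3a, which fell by 6.13 on the log2 scale (standard error 0.50, adjusted p = 0.00282). The list median was -1.08 (camera adjusted p = 2.76e-10 with a preset correlation of 0.01, adjusted p = 0.213 with an estimated correlation), and -0.61 without cKO replicate 2. An estimated correlation rests on the 2 residual degrees of freedom of the fit, so that version has little power for any list. The preset correlation treats the genes of a list as nearly independent. Its p-values therefore measure spread between genes more than between livers, and are too small where genes of a list vary together. Bile acid synthesis and transport had 7 of 20 genes lower and 1 higher (11 and 2 adjusted over the list alone), with a median of -1.17 (camera adjusted p = 9.05e-09; adjusted p = 0.213 with an estimated correlation) that was -0.72 without cKO replicate 2. Its sterol hydroxylase gene Cyp8b1 fell by 3.96 (standard error 0.48, adjusted p = 0.0126), and Abcc4, an exporter of bile acids, rose by 4.30 (standard error 0.40, adjusted p = 0.00533).

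Fatty acid and triglyceride synthesis had 2 of 20 genes lower and 0 higher (9 and 0 adjusted over the list alone), with a median of -1.13 (camera adjusted p = 1.3e-09; adjusted p = 0.213 with an estimated correlation). The desaturase gene Scd1 fell by 2.09 (standard error 0.44, adjusted p = 0.0436), while the lipogenic regulator Thrsp, at -3.54, did not pass (standard error 0.93, adjusted p = 0.0739). In cholesterol synthesis 1 of 20 genes was lower, also adjusted over the list alone: Insig1, which retains the sterol sensor in the ER, fell by 2.49 (standard error 0.34, adjusted p = 0.016). That list's median was -0.63 (camera adjusted p = 1.74e-08; adjusted p = 0.213 with an estimated correlation). Glycogen synthesis had 2 of 13 genes lower and 2 higher, the same when adjusted over the list alone, with a median of -1.04 (camera adjusted p = 3.88e-05; adjusted p = 0.213 with an estimated correlation) that was -0.55 without WT replicate 2. Of these, the glucose transporter gene Slc2a2 fell by 2.05 (standard error 0.39, adjusted p = 0.0358). Gyg, which primes glycogen, rose by 1.91 (standard error 0.42, adjusted p = 0.0488), and Pgm1, a gene of the phosphoglucomutase family, rose by 1.92 (standard error 0.42, adjusted p = 0.0489). Glycogen breakdown had 2 of 13 genes higher and 0 lower, the same when adjusted over the list alone. Pygb, the brain form of glycogen phosphorylase, rose by 3.36 (standard error 0.57, adjusted p = 0.0269) and Stbd1, which anchors glycogen to membranes, by 1.73 (standard error 0.37, adjusted p = 0.0481). Its median was 0.22 (-0.13 with median-ratio scaling), while camera pointed down (adjusted p = 0.707). The paper proposes from its enriched terms that m6A has a large influence on metabolic pathways.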

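In hepatocytes, 11073 of the 17175 peaks in the library labelled WT (64.5%, 95% Wilson interval 63.8% to 65.2%) had no overlapping peak in the library labelled cKO. In the other direction 11171 of 17277 peaks (64.7%, 63.9% to 65.4%) had none, a share that follows from lists of nearly equal length and says nothing on the direction of loss. The WT peaks without an overlap lay in 5818 genes. The shares moved with the input. WT peaks were missing from cKO in 40.6% of cases (247 of 608) in genes at least 2-fold lower in the input labelled cKO, in 54.9% (1448 of 2636) in genes changed by less than 1.2-fold, and in 76.3% (4017 of 5266) in genes at least 2-fold higher. In male liver, 69.3% of the peaks of WT replicate 2 (1680 of 2424) and 47.1% of those of WT replicate 3 (495 of 1052) overlapped no peak in either library labelled cKO. Replicate 2 had no overlap in replicate 3 for 80.9% of its peaks, and replicate 3 none in replicate 2 for 56.0%. Of 462 peaks found in both WT livers, 94 (20.3%, 16.9% to 24.3%) were in neither liver labelled cKO, and of 526 found in both livers labelled cKO, 136 (25.9%, 22.3% to 29.8%) were in neither WT liver.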

Then, we obtained 26 candidate genes from one MeRIP-seq dataset (from 8-week-old mouse hepatocytes) and three independent RNA sequencing (RNA-seq) datasets (from 8-week-old mouse hepatocytes, male liver tissues and female liver tissues respectively). All 26 genes exhibited both m6A peak loss and a pattern of downregulated expression (Fig. 3c). Among these 26 genes was fatty acid synthase (Fasn) (Fig. 3c, Supplementary Fig. 3c), whose mRNA was reported to be a substrate of METTL3 in hepatocytes^37^. 

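Few genes were lower under the label cKO in hepatocytes, male liver and female liver alike. Of 8810 genes measured in all 3 tables, 3 were at least 2-fold lower in each, where 8.16 are expected of unrelated tables. The 3 genes are Arhgap26, Mob4 and Cxcl9, and the first 2 of them also lie among the genes with peak loss in hepatocytes (expected 1.61). Arhgap26, which encodes a GTPase activator of the cell cortex, was at 9.71 and 2.97 FPKM in the hepatocytes labelled WT and cKO. In male liver it was at 15.9 and 13.8 against 3.54 and 4.67 (log2 fold change -1.64, standard error 0.38, adjusted p = 0.0548 from limma), and in female liver at 3.88 against 0.864. Mob4, which encodes a subunit of phosphatase complexes, was at 3.06 and 0.989 FPKM in hepatocytes and at 6.11 and 3.74 against 0.00148 and 6.37 in male liver (log2 fold change -1.10, standard error 0.89, adjusted p = 0.479; 0.34 without cKO replicate 2). With the labels of the hepatocyte input exchanged, a setting chosen after the values were seen, 313 genes were lower in all 3 tables (expected 18.1). Of these, 271 also had peak loss (expected 168), the paper's Gys2, Fasn, Mlxipl and Egfr among them. The expected count takes peak loss as unrelated to the input, yet the peaks were called against these same inputs. WT peaks were missing in 76.3% of cases in genes at least 2-fold higher in the input labelled cKO, against 54.9% in genes changed by less than 1.2-fold. The excess over 168 therefore does not bear on which labels are right. The female library titled WT carries a genotype tag that reads Mettl3 cKO. It is taken as WT from its title and from the female comparison in Fig. 3c.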

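Fasn was lower in both liver sets and higher in the hepatocyte input labelled cKO. In male liver it was at 202 and 84.5 FPKM under the label WT and 50.9 and 21.1 under the label cKO (log2 fold change -1.96, standard error 0.56, adjusted p = 0.091 from limma). That difference does not pass in this fit. It passes when the replicate number enters the fit as a block, a pairing that the labels do not state. Female liver had 92.9 and 24.0 FPKM (-1.91, 1 library each). The hepatocyte inputs had 4.20 FPKM under the label WT and 54.6 under the label cKO, a log2 fold change of 3.42. The hepatocyte IP library labelled WT had 11 Fasn peaks, 9 in the CDS and 2 in the 3'UTR, with a median fold enrichment of 31.6. The strongest, at 102, lay in exon 3 of 43 (chromosome 11, 120822078 to 120822230). The library labelled cKO had 0 peaks in Fasn, and its input, against which MACS sets the IP, held more Fasn. Of the 4 liver IP libraries, cKO replicate 3 had 1 peak, in exon 10, with an enrichment of 9.13.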

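The gene for liver glycogen synthase, Gys2, was lower in the male and the female livers labelled cKO, and it was higher in the hepatocyte input with that label. In male liver it was at 73.1 and 54.8 FPKM in the libraries labelled WT and at 17.1 and 13.6 in those labelled cKO. That is a log2 fold change of -1.99 (standard error 0.36, adjusted p = 0.0315 from limma), larger than the spread between replicates. Leaving out any 1 library kept it between -2.19 and -1.78, with an adjusted p of 0.123 to 0.386. Female liver had 359.6 FPKM under the label WT and 87.8 under the label cKO (-2.02). The hepatocyte inputs, in contrast, had 8.69 FPKM under the label WT and 38.6 under the label cKO (2.03). The labels and the paper do not say that the replicate livers are separate animals, so these p-values measure the spread between the samples at hand.

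**Figure D2:**
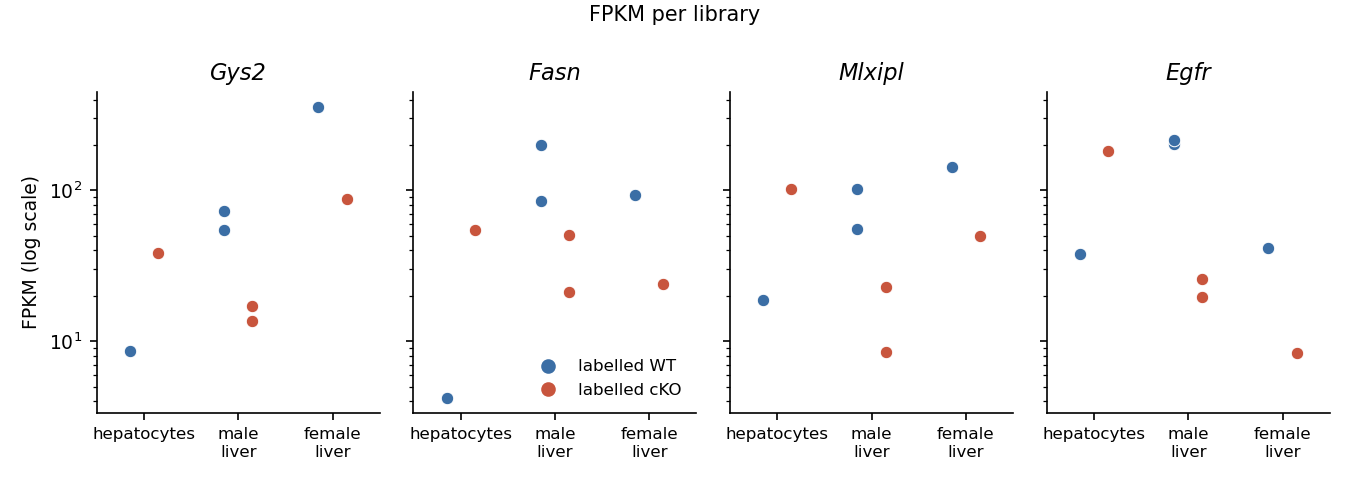
FPKM of Gys2, Fasn, Mlxipl and Egfr in each hepatocyte, male liver and female liver library, named by its label.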

Intriguingly, this gene set contained glycogen synthase 2 (*Gys2*), the key enzyme coding gene of glycogenesis in liver (Fig. 3c, d). In addition, MeRIP-qPCR, performed in HET and cKO mouse hepatocytes, confirmed that *Gys2* mRNA had m6A modification in a METTL3-dependent manner (Fig. 3e). m6A MeRIP-Seq revealed that, like *Fasn* (Supplementary Fig. 3c), *Gys2* has highly enriched and specific m6A peaks among its coding sequence, but these peaks almost lost in *Mettl3-*cKO hepatocytes (Fig. 3d).

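In the deposited lists Gys2 has 3 peaks in the hepatocyte IP library labelled WT and 1 in that labelled cKO. The strongest WT peak has a fold enrichment of 131 and covers all of exon 8 (chromosome 6, 142451534 to 142451640). The next, at 88.3, lies in exon 16 (142423394 to 142423615), and the weakest, at 25.7, in the 3'UTR of exon 17 (142422613 to 142422831). The library labelled cKO has a single peak in exon 16 (142423394 to 142423633), with an enrichment of 8.24, so the exon 8 and 3'UTR peaks are the ones without an overlap. None of the 4 liver libraries has a Gys2 peak. In the glycogen synthesis list as a whole, 12 genes had 28 peaks under the label WT and 8 had 13 under the label cKO. MACS sets IP reads against input reads, and the input labelled cKO holds more Gys2 than that labelled WT, so a lower enrichment can come from either side. The paper proposes Gys2 as a candidate target of METTL3 in liver.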

**Fig. 3:**
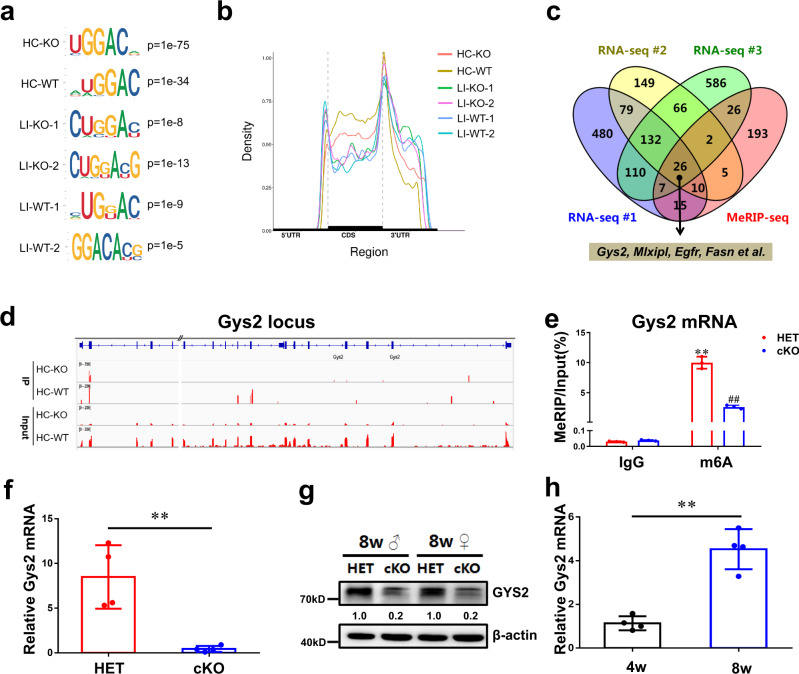
Identification of *Gys2* mRNA by global N6-methyladenosine modification analysis as a key substrate of METTL3 in mouse liver. **a** The most enriched sequence motif of m6A peaks in mRNAs from 8-week-old WT or cKO mouse hepatocytes (HC) or liver (LI) samples. **b** Distribution of m6A peaks along the 5′UTR, CDS, and 3′UTR regions of total mRNAs from 8-week-old mouse samples after normalized with length. **c** RNA-Seq and MeRIP-Seq identified downregulated and m6A-lost genes in *Mettl3*-cKO liver tissue or hepatocytes comparing to wild-type samples. All the samples were from 8-week-old mice. MeRIP-seq data were from hepatocytes of male mice; RNA-seq data were from hepatocytes and liver tissues of male mice and liver tissues of female mice, respectively. **d** m6A MeRIP-Seq revealed the location of specific m6A peak in *Gys2* locus in hepatocytes of wildtype or Mettl3-cKO mice. //, deletion of a long and uninformative intron for better exhibition. **e** m6A enrichment of *Gys2* mRNA in *mettl3*-HET or cKO hepatocytes by m6A-RIP-qPCR. *n* = 3 independent experiments. Data are presented as mean values +/− SEM. Two-way ANOVA was performed to determine a difference among each two groups. **p < 0.01 comparing with IgG:HET; ^##^*p* < 0.01 comparing with m6A:HET. **f** qRT-PCR of *Gys2* mRNA levels (β-actin as reference) in 8-week-old mouse livers with indicated Mettl3 genotypes. *n* = 4 animals. Data are presented as mean values +/− SEM. Two-sided Student’s t test was performed to determine a difference among groups. **p = 0.004. **g** Western blotting assay of GYS2 protein levels in 8-week-old mouse livers with indicated *Mettl3* genotypes. The ratio of GYS2 to β-actin were shown between two lanes. This experiment was repeated independently with similar results at least 3 times. ♂, male; ♀, female. **h** qRT-PCR of *Gys2* mRNA levels (β-actin as reference) in wildtype mouse livers with indicated ages. Two-sided Student’s t test was performed to determine a difference among groups. **p = 0.004. *n* = 4 animals. Data are presented as mean values +/− SEM. Source data are provided as a Source data file.

On expression influence of m6A modification, much lower *Gys2* level at both mRNA (Fig. 3f) and protein (Fig. 3g) were found in livers of *Mettl3-*cKO mice. Particularly worth mentioning is that pre-mRNA (nascent mRNA) of Gys2 had no significant different between *Mettl3-*HET and *Mettl3-*cKO mice (Supplementary Fig. 3d). It demonstrated that *Mettl3* depletion mainly influenced post transcription process of Gys2 expression. In addition, we tested mature and nascent Gys2 mRNA in STM2457 or vehicle-treated mouse livers, and found that mature but not nascent Gys2 mRNA had significant decrease under inhibition of METTL3 activity (Supplementary Fig. 3e, f). Finally, qRT-PCR assay illustrated that mature *Gys2* mRNA was higher in 8-week-old mouse liver than 4-week-old ones (Fig. 3h). MeRIP-qPCR and nascent mRNA qPCR assays demonstrated the different expression of Gys2 between pup and adult mouse livers might be attributed to different methylation levels, but not transcription regulation (Supplementary Fig. 3g, h).

In conclusion, *Gys2*, the key enzyme of glycogenesis in hepatocytes, is a candidate target of METTL3-mediated m6A modification in liver. And loss of m6A modifications perishes *Gys2* mRNA expression in a post transcription manner.

### IGF2BP2 is involved in m6A mediated Gys2 mRNA stability

Different functions of m6A modification are reported to be mediated by different m6A binding proteins (i.e., readers), such as YTHDF1/2/3 and IGF2BP1/2/3^38^. As shown in Fig. 3f, the *Gys2* mRNA level was much lower in liver tissue in *Mettl3*-cKO mice than in control mice. To determine which reader proteins mediate the mRNA stability of *Gys2*, we independently depleted the six candidate readers in Hepa 1-6 (mouse hepatocellular carcinoma) cells and found that depletion of only IGF2BP2 reduced *Gys2* mRNA expression (Fig. 4a, Supplementary Fig. 4a). Furthermore, mRNA decay assays demonstrated that a reduction in IGF2BP2 expression appreciably promoted the degradation of *Gys2* mRNA (Fig. 4b). Finally, IGF2BP2 antibody-based RNA Immunoprecipitation (RIP) assays uncovered that the binding between IGF2BP2 protein and *Gys2* mRNA was m6A (METTL3) dependent (Fig. 4c, Supplementary Fig. 4d). However, Fasn, another target of Mettl3 in hepatocytes, had no significant difference in IGF2BP2 RIP-qPCR assay (Supplementary Fig. 4b). To sum up, IGF2BP2 could combine and stabilize Gys2 mRNA in a METTL3-dependent manner.

**Fig. 4:**
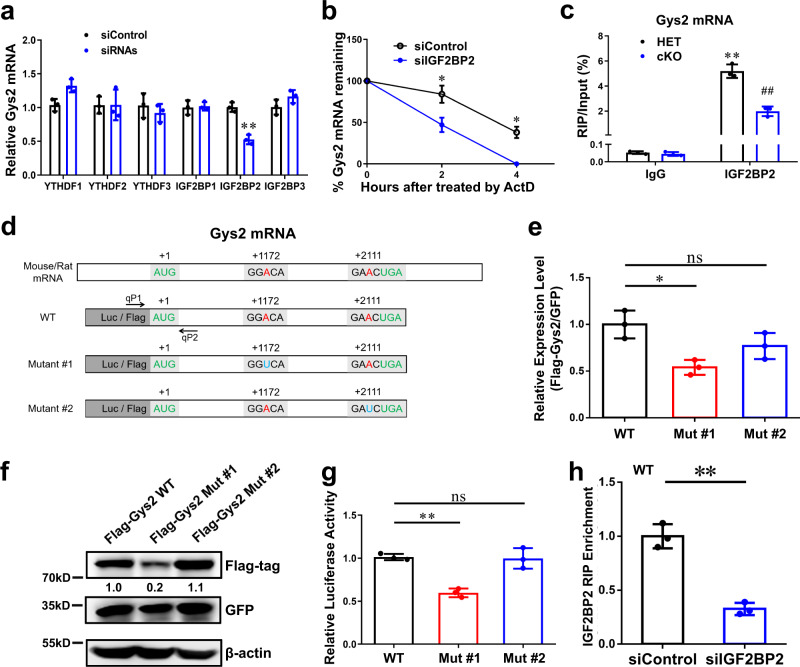
N6-methyladenosine stabilizes *Gys2* mRNA in an IGF2BP2-dependent manner. **a** qRT-PCR assay of relative *Gys2* mRNA level (β-actin as reference) in siControl and indicated siRNAs. *n* = 3 independent experiments. **p < 0.01 comparing with IGF2BP2:siControl. **b** qRT-PCR assay of *Gys2* mRNA stability (β-actin as reference) in siControl and siIGF2BP2 Hepa1-6 cells treated with actinomycin D (Act D) at the indicated times. *n* = 3 independent experiments. *p = 0.022 at hour 2; *p* = 0.039 at hour 4. **c** enrichment of *Gys2* mRNA in *mettl3*-HET or cKO hepatocytes by IGF2BP2-RIP-qPCR. *n* = 3 independent experiments. **p < 0.01 comparing with IgG:HET; ^##^*p* < 0.01 comparing with IGF2BP2:HET. **d** Two conserved candidate m6A sites were predicted by SRAMP (http://www.cuilab.cn/sramp), according to MeRIP-seq data. Mutant #1 and #2 were constructs with “A to U” mutation at different predicted sites. Luciferase (Luc) or Flag-tag were fused in N terminal of each construct. qP1 and qP2 were specific qRT-PCR primers to detect exogenous WT or Mutant Flag-Gys2 mRNAs. **e**, **f** Flag-Gys2-CDS WT or indicated Mut construct and GFP overexpression constructs were transfected into Hepa1-6 cells for 48 h. Exogenous constructs expression levels were measured by qRT-PCR (**e**) and western blotting (**f**). GFP was reference in both assays. In figure **e**, *n* = 3 independent experiments. ns, not significant; *p < 0.05. The experiment in **f** was repeated independently with similar results at least 3 times. **g** pmirGLO Luc-Gys2-WT or indicated Mut construct was transfected into HEK-293T cells for 48 h. Relative luciferase activity (Fluc/Rluc) was tested by DLR assay. *n* = 3 independent experiments. ns, not significant; **p < 0.01. **h** enrichment of Flag-Gys2-CDS WT in siControl or siIGF2BP2 Hepa1-6 cells by IGF2BP2-RIP-qPCR. *n* = 3 independent experiments. **p = 0.007. For figure **a**–**c**, **e**, **g**, **h**, data are presented as mean values +/− SEM. For figure **a**, **c**, two-way ANOVA was performed to determine a difference among each two columns. For figure **b**, **h**, two-sided Student’s t test was performed to determine a difference between siControl and siIGF2BP2. For figure **e**, **g**, one-way ANOVA was performed to determine a difference between each column. Source data are provided as a Source data file.

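On the reference transcript of Gys2 (chromosome 6, 142422613 to 142473109, minus strand, 17 exons, CDS of 2115 nt) 54 places in the CDS match DRACH and 7 hold GGAC. Of the 54, 6 lie within peaks of the hepatocyte library labelled WT and 2 within the peak of the library labelled cKO. CDS position 1172 is an A within GGACA, position 3 of exon 9 (142450469 to 142450528), in codon 391. It lies in no called peak. On the genome it is 1008 bp from the exon 8 peak, but in the spliced transcript it lies only 3 nt past the last base of exon 8. CDS position 2111 is an A within GAACT, in exon 16 (142423394 to 142423633) and codon 704. It lies inside the exon 16 peaks of both hepatocyte libraries. The sequence around position 1172 is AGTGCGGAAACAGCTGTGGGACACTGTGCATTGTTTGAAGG and that around 2111 is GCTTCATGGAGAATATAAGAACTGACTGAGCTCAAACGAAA.

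**Figure D3:**
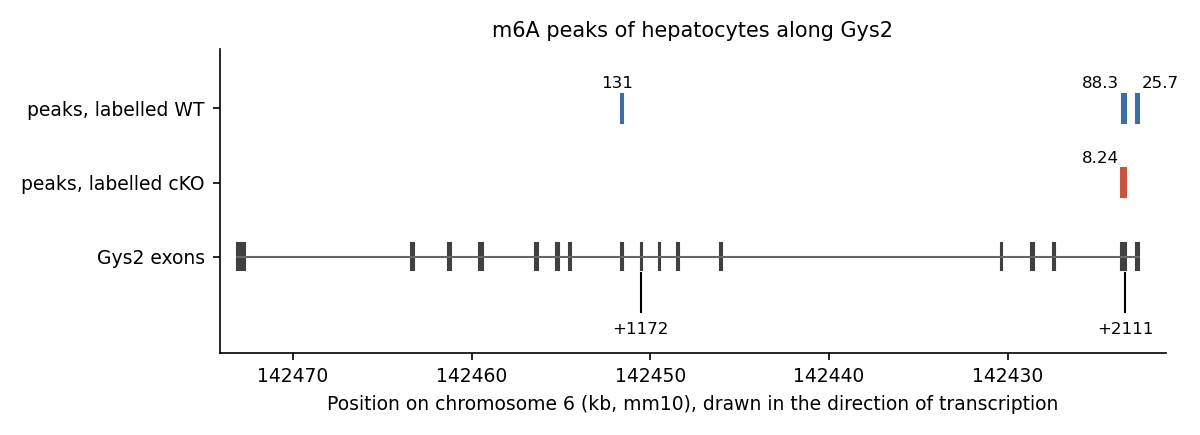
Exons of Gys2 with the m6A peaks of the hepatocyte libraries labelled WT and cKO, the fold enrichment of each peak, and CDS positions 1172 and 2111.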

To investigate the binding site of IGF2BP2 and whether this binding is m6A dependent or not, we analyzed the sequences of different m6A peaks in hepatocytes’ MeRIP-seq data by a SRAMP online tool (http://www.cuilab.cn/sramp), and found two candidate sites (Fig. 4d). Then, we built two different “A to U” (“A to T” for DNA) mutant constructs of mouse Gys2 CDS (Fig. 4d). Based on the Flag tag in N terminal, we designed specific qPCR primers to detect exogenous mRNA of WT or mutant constructs (Supplementary Table 2). qRT-PCR (Fig. 4e) and Western blot assay (Fig. 4f) in Hepa 1-6 cells showed that +1172, not +2111, is the site that influences expression of Gys2 mRNA. And this conclusion was confirmed by dual luciferase report (DLR) assay (Fig. 4g). IGF2BP2-RIP-qPCR illustrated that mutation of +1172 site blocked the binding of IGF2BP2 protein to Gys2 mRNA (Fig. 4h, Supplementary Fig. 4c). Taken together, it depended on an m6A site (+1172 in CDS) that IGF2BP2 combined and stabilized Gys2 mRNA in mouse liver.

In conclusion, *Gys2* mRNA should be a bona fide substrate of METTL3 and that *Gys2* mRNA is stabilized by IGF2BP2 in an m6A-dependent manner.

### Reconstitution of GYS2 rescues liver glycogenesis in Mettl3-cKO mice

To verify the METTL3-IGF2BP2-GYS2 axis, we reconstituted GYS2 in the *Mettl3*-cKO mouse livers via adeno-associated virus (AAV)-mediated transduction. Compared to control AAV (AAV-luciferase, AAV-Luc), AAV-*Gys2* restored the GYS2 protein level in *Mettl3*-cKO mice to the baseline level (Fig. 5a, b). Glycogen content assay (Fig. 5c), PAS staining (Fig. 5d), and transmission electron microscopy (Fig. 5e) demonstrated that reconstitution of GYS2 partially restored liver glycogen storage in *Mettl3*-cKO mice. Systemically, both the serum glucose level in *Mettl3*-cKO mice in a free diet (Fig. 5f) and the blood glucose level in *Mettl3*-cKO mice after prolonged fasting (Fig. 5g) increased under AAV-Gys2 treatment. In addition, *Mettl3*-cKO mice with AAV-Gys2 intervention performed better in the forced swim test than *Mettl3*-cKO mice with AAV-Luc intervention, although a performance gap remained between these mice and HET mice (Fig. 5h). In summary, reconstitution of GYS2 partially reversed *Mettl3*-cKO-associated glycogen deficiency and the related phenotypes in mice.

**Fig. 5:**
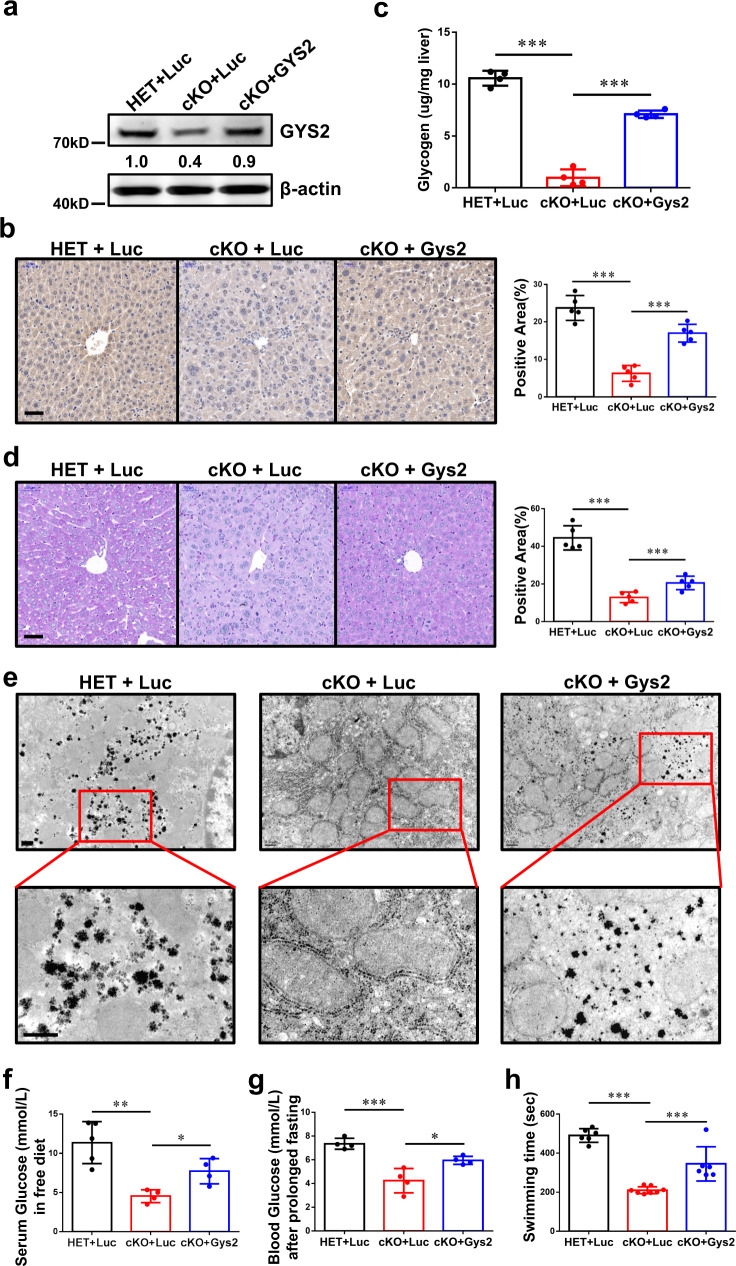
Hepatic Gys2 overexpression alleviated glycogen shortage caused by Mettl3 knockout. **a**, **b** Western blotting assay (**a**) and IHC staining (**b**) reveal the effect of reconstitution of GYS2. Luc, Luciferase. For figure **b**, bar = 50 μm. *n* = 5 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between columns. ***p < 0.001. **c**–**e** Hepatic glycogen content assay (**c**) PAS staining (**d**) and transmission electron microscope pictures (**e**) of mouse livers with indicated genotypes and a luciferase (Luc) or Gys2-overexpressing adeno-associated virus (AAV). Bar: 50 μm (**d**), 0.5 μm (**e**). *n* ≥ 4 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between columns in figure (**c**) and (**d**). ***p < 0.001. **f** Serum glucose level of indicated groups of mice in free diet. *n* ≥ 4 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between columns. *p < 0.05; **p < 0.01. **g** Blood glucose level of indicated groups of mice after prolonged fasting. *n* ≥ 4 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between columns. *p < 0.05; ***p < 0.001. **h** Exhaustive swimming assay of indicated groups of mice. *n* ≥ 6 animals. Data are presented as mean values +/− SEM. One-way ANOVA was performed to determine a difference between columns. ***p < 0.001. Source data are provided as a Source data file.

### Rats also have the METTL3-IGF2BP2-GYS2 axis in liver

Liver glycogen storage is very important for almost all mammals. To investigate whether the axis we found in mouse exists in other mammals, we test the samples from Sprague‑Dawley (SD) rats. First, PAS staining (Fig. 6a) and glycogen content assay (Fig. 6b) revealed that glycogen storage in the liver is much lower in 4-week-old male rats than 8-week-old ones. It suggested that, similar to mouse, adult rats also have high level glycogen in liver comparing to pups. In addition, the relative fold of liver m6A mRNA had a similar pattern to that of glycogen storage at the indicated ages (Fig. 6c). Furthermore, qRT-PCR assay demonstrated that mRNA of *Mettl3* (Fig. 6d) and *Gys2* (Fig. 6e) in livers were high in 8-week-old rats and low in 4-week-old rats. Finally, we tested serum glucose of different age rats in free diet. As expected, 8-week-old rats have higher serum glucose than 4-week-old ones (Fig. 6f). Taken together, these results suggest that the METTL3-IGF2BP2-GYS2 axis we found in mouse may also exist in other mammals, such as rats.

**Fig. 6:**
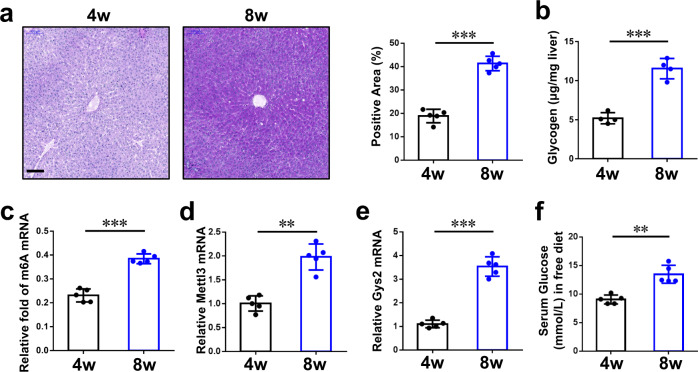
The METTL3-IGF2BP2-GYS2 axis is related to liver glycogen storage in rats. **a** PAS staining of wild-type rat livers in different ages. The percentage of positive area is measured by Image J and shown in the right. Bar, 100 μm. *n* = 5 animals. Data are presented as mean values +/− SEM. Two-sided Student’s t test was performed to determine a difference among groups. ***p < 0.001. **b** Hepatic glycogen content assay of rat livers with indicated ages. *n* = 4 animals. Data are presented as mean values +/− SEM. Two-sided Student’s t test was performed to determine a difference among groups. ***p < 0.001. **c** The levels of m6A mRNA were analyzed in rat livers of different ages. *n* = 5 animals. Data are presented as mean values +/− SEM. Two-sided Student’s t test was performed to determine a difference among groups. ***p < 0.001. **d**, **e** qRT-PCR assay of *Mettl3* (**d**) and *Gys2* (**e**) in rats’ livers of different ages (β-actin as reference). *n* = 5 animals. Data are presented as mean values +/− SEM. Two-sided Student’s t test was performed to determine a difference among groups. **p = 0.002 in (**d**); ***p < 0.001. **f** Serum glucose level of indicated ages of rats in normal diet. *n* = 5 animals. Data are presented as mean values +/− SEM. Two-sided Student’s t test was performed to determine a difference among groups. **p = 0.005. Source data are provided as a Source data file.

## Discussion

Under physiological conditions, human blood contains only 4 to 6 grams of glucose, while the daily consumption of glucose for a normal person is approximately 160 grams^39^. Glycogen synthesis and breakdown in the liver maintain the homeostasis of blood glucose between meals, and disorders of liver glycogen metabolism often cause severe outcomes and even death in some pediatric patients^1,2^. Previous articles and our data (Figs. 1a–c, 6a, b) revealed that the concentration of glycogen in the liver increases gradually from birth to adulthood in numerous mammals, such as mice, rats, rabbits, sheep, and rhesus macaques^3–5,36^. And the blood glucose level exhibits a similar pattern^6^. However, the detailed mechanism and biological meaning of this phenomenon remain unclear.

Among the more than one hundred RNA modifications, N6-methyladenosine (m6A) was identified in the 1970s^8^. M6A modification is the most abundant modification in eukaryotic mRNAs^9^ and functions as an epitranscriptomic regulator of target mRNAs through multiple mechanisms, including enhancing stability and translation efficiency^10^. Intriguingly, we found that the relative fold of m6A mRNA had a very significant positive correlation with liver glycogen content among different ages (Fig. 1d). It suggested that m6A modification of mRNA might be involved in glycogen metabolism.

Approximately a decade ago, an important report identified the first RNA demethylase (m6A “eraser”), fat mass and obesity-associated protein (FTO), revealing that RNA modification is reversible^12^. Then, ALKBH5 was confirmed as another m6A eraser in mammals^40^. On the other hand, m6A methyltransferases (“writers”) in mammalian cells are complexes that contain various protein components. Methyltransferase-like 3 (METTL3) and methyltransferase-like 14 (METTL14) are still the core methyltransferases, although an increasing number of subunits have been verified^10,38^. An RNA-seq dataset with different-aged mouse livers (GSE58827) suggested that, *Mettl3*, but not other key components, had significant correlation with age (Fig. 2a). Then, western blotting assay also confirmed Mettl3’s elevation during growth (Fig. 2b).

To investigate whether METTL3 plays an important role in liver glycogen storage, we generated a hepatocyte-specific *Mettl3* knockout model, albumin-Cre *Mettl3*^fl/fl^ (Supplementary Fig. 1a–d). Notably, while our manuscript was in preparation, the findings we present here differ from the results of published data from Xu et al.^41^. Their results showed that albumin-Cre *Mettl3*^fl/fl^ mice could only survival until 8 weeks old, and the expression of METTL3 decreased in wildtype mouse livers from 4-week-old to 8-week-old. We speculate that the reasons for this discrepancy may lie in the following: the *Mettl3* allele used in our strategy deleted the second and third exons in the Mettl3 gene (Supplementary Fig. 1a). Different strategies for the construction of *Mettl3*^fl/fl^ mice may lead to inconsistent results. The diverse microbiome on account of different breeding environments also might influence the homeostasis of livers^42,43^. This discrepancy suggests a complicated regulatory network behind m6A modification for controlling hepatocytes, which needs to be further clarified.

In our study, *Mettl3*-cKO mice had very low glycogen content (Fig. 2c–e, Supplementary Fig. 1e), although Mettl3-WT and Mettl3-HET mice had no significant different in glycogen storage (Fig. 2c, d). Furthermore, the serum glucose levels in *Mettl3-*cKO mice were much lower than other mice (Fig. 2f), and *Mettl3-*cKO mice also had worse performance in the forced swim test (Fig. 2g). Finally, liver glycogen defect was observed in a Mettl3 catalytic activity inhibition (STM2457 treatment) model (Supplementary Fig. 2a–e). Taken together, liver-specific depletion of Mettl3 could simulate glycogen shortage in liver, and this should be associated with loss of catalytic activity.

To identify substrates of METTL3 in the liver, we extracted total RNA from hepatocytes and liver tissues from wild-type (WT) and conditional knockout (cKO) mice. 

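Beyond lipid and glycogen genes, several lists of hepatocyte functions had medians below 0 in the male livers labelled cKO, some with few or 0 genes called. These libraries also had a larger mitochondrial share of FPKM (28.0% and 21.9%, against 17.6% and 15.49% under the label WT, a share that depends on which mitochondrial genes the tables list at 0) and medians above 0 for cholangiocyte, stellate and Kupffer cell genes, with 2 of 8, 2 of 16 and 2 of 19 genes higher (camera adjusted p = 0.0037, 0.00143 and 0.00368; adjusted p = 0.231, 0.213 and 0.409 with an estimated correlation). The median of all male liver genes was itself 0.42 on the log2 scale. In the urea cycle and amino acid list 3 of 20 genes fell and 0 rose, the same when adjusted over the list alone. Otc, an enzyme of the urea cycle, fell by 1.87 on the log2 scale (standard error 0.38, adjusted p = 0.0422 from limma) and Aass, which degrades lysine, by 1.95 (standard error 0.37, adjusted p = 0.0346). The list median was -0.68 (camera adjusted p = 6.95e-09; adjusted p = 0.213 with an estimated correlation). Pericentral genes had 3 of 15 lower and 0 higher (5 and 0 adjusted over the list alone; median -0.57). Their camera adjusted p = 2.27e-06, and adjusted p = 0.302 with an estimated correlation. The median was -0.36 without WT replicate 3, -0.96 without WT replicate 2 and -0.91 without cKO replicate 3. Glul, the glutamine synthetase gene, fell by 2.97 (standard error 0.31, adjusted p = 0.00802) and Rgn, of vitamin C synthesis, by 3.71 (standard error 0.33, adjusted p = 0.00387). Periportal genes had 2 of 15 lower and 1 higher (4 and 3 adjusted over the list alone; median -0.51). Their camera adjusted p = 0.000175, and adjusted p = 0.231 with an estimated correlation, with a median of -0.31 without WT replicate 3. The periportal P450 gene Cyp2f2 fell by 3.72 (standard error 0.35, adjusted p = 0.00571), and the cadherin gene Cdh1 rose by 2.43 (standard error 0.47, adjusted p = 0.036).

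Gluconeogenesis had 0 of 14 genes called in either direction and 2 lower when adjusted over the list alone, with a median of -0.47 (camera adjusted p = 0.0133; adjusted p = 0.409 with an estimated correlation). The call is lost without WT replicate 2 (median -0.14, adjusted p = 0.0973) or cKO replicate 2 (median -0.23, adjusted p = 0.0665). G6pc, which releases glucose, was at -3.14 (standard error 0.74, adjusted p = 0.0562) and Pck1, its rate-setting enzyme gene, at -1.72 (standard error 0.38, adjusted p = 0.0507). Secreted plasma proteins had 3 of 21 lower and 1 higher (7 and 2 adjusted over the list alone; median -0.77). Their camera adjusted p = 5.24e-07, and adjusted p = 0.407 with an estimated correlation. The fibrinogen gene Fgg fell by 1.96 (standard error 0.30, adjusted p = 0.0209). Hepatocyte identity had 0 of 18 genes called, with 3 lower when adjusted over the list alone, and a median of -0.43 (camera adjusted p = 1.28e-05; adjusted p = 0.213 with an estimated correlation).

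The lists of energy genes did not pass camera. Fatty acid oxidation had 2 of 23 genes higher and 0 lower (3 and 4 adjusted over the list alone). The peroxisomal enzyme gene Ehhadh rose by 2.06 (standard error 0.38, adjusted p = 0.0327) and the thioesterase gene Acot1 by 2.10 (standard error 0.41, adjusted p = 0.036). The list median was 0.26 (-0.24 with median-ratio scaling), while camera pointed down (adjusted p = 0.226). Glycolysis had 0 of 15 genes called and a median of 0.27 (-0.23 with median-ratio scaling, 0.018 without cKO replicate 2, -0.026 without cKO replicate 3 and 0.16 without WT replicate 2), with camera again pointing down (adjusted p = 0.134). The mitochondrial respiratory chain had 0 of 18 called, with a median of 0.56 (camera adjusted p = 0.226). In the hepatocyte input labelled cKO, urea cycle (median 2.12), gluconeogenesis (2.28) and fatty acid synthesis genes (2.19) were all higher than in that labelled WT, each median above that of all 10000 random lists of matched expression.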

MeRIP-seq and input RNA-seq revealed that numerous metabolic processes were dysregulated (Supplementary Fig. 3a, b), suggesting that the principal differences in this model were established here. To enhance the representativeness of the screening, we used four different datasets to take the intersection. The meRIP-seq dataset contained methylation-downregulated genes in hepatocytes between Mettl3-cKO and Mettl3-WT mice (Fold change >= 2000, *P* value <1e−15). 

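The fold changes of male and female liver run alike, and the genes lower in both livers run opposite in hepatocytes. Across 8810 genes, male and female liver had a Pearson correlation of 0.59 (Spearman 0.55). Hepatocytes correlated with male liver at -0.42 (-0.40) and with female liver at -0.32 (-0.30). Genes are not independent replicates, so these 3 values carry no p. At least 2-fold lower under the label cKO were 1266 of 9588 genes in hepatocytes, 674 of 10922 in male liver and 1247 of 11033 in female liver, and 2266, 2588 and 4063 were at least 2-fold higher. The 2 livers shared 380 lower genes (expected 73.7). Of these, 3 were lower and 313 higher in the hepatocyte input labelled cKO, with a median of 1.68. They shared 1216 higher genes (expected 593), of which 291 were lower and 119 higher in those hepatocytes, with a median of 0.0028. The 3 tables were normalized separately, and each fold change was taken within its own table. The median gene stood at 0.41, 0.42 and 0.61 in hepatocytes, male and female liver. With median-ratio scaling the lower and higher counts were 1758 and 1049, 1293 and 1367, and 2351 and 2164. Which group is larger thus depends on the scale in hepatocytes and female liver, while in male liver the higher genes stayed slightly more numerous.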

The other three RNA-seq datasets came from downregulated genes in hepatocytes, male liver tissues and female liver tissues of 8-week-old Mettl3-cKO mice, respectively. With this stringent strategy, we got 26 candidate genes (Fig. 3c). 

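Mlxipl and Egfr follow the same course as Gys2 and Fasn, lower in livers and higher in hepatocytes under the label cKO. Mlxipl, which encodes the glucose-sensing factor ChREBP, was at 102 and 55.4 FPKM in the male livers labelled WT and 23.0 and 8.54 in those labelled cKO (log2 fold change -2.34, standard error 0.54, adjusted p = 0.0546 from limma). Female liver had 142 and 49.5 FPKM, and the hepatocyte inputs 18.9 (WT) and 101.7 (cKO). Egfr, the receptor gene for epidermal growth factor, fell in male liver by 3.16 (standard error 0.33, adjusted p = 0.00802), from 204 and 216 FPKM to 19.6 and 26.0. It was at 41.6 and 8.32 FPKM in female liver, and at 38.0 (WT) and 183 (cKO) in the hepatocyte inputs. The hepatocyte IP library labelled WT had 5 Mlxipl peaks, 4 of them without an overlap in cKO, and the strongest (enrichment 107) lay in exon 6. Egfr had 23 peaks under the label WT, 21 without an overlap, and 2 under the label cKO, where the enrichments were 2.67 and 3.28. In liver, cKO replicate 2 had 3 Egfr peaks with enrichments of 2.52, 12.2 and 333, each overlapping a hepatocyte WT peak. Both WT livers and cKO replicate 3 had 0, and the 3 peaks carry a false discovery rate of 100%. As a list, these 4 candidate genes had a median of -2.16 in male liver, with 2 of 4 lower (4 adjusted over the list alone). They were chosen by the study on these samples, and are not independent evidence (camera adjusted p = 5.04e-07; adjusted p = 0.213 with an estimated correlation).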

Mlxipl, Egfr, Fasn and Gys2, which were reported to be associated with glycogen metabolism, were in this 26-genes set (Fig. 3c). It suggested that they should be bona fide candidates. Mlxipl is a deleted gene in Williams-Beuren syndrome, however, glycogen storage defect and hypoglycemia (two main phenotypes of *Mettl3*-cKO mice) are not symptoms of this syndrome^44^. According to IMPC (International Mouse Phenotyping Consortium), a famous mouse phenotype website (https://www.mousephenotype.org/), glycogen storage defect and hypoglycemia are not phenotype of Egfr-KO mice. Fasn, a key enzyme in fatty acid synthesis, is thought to be less associated with glycogen synthesis, although glycometabolism and lipid metabolism are connected. Finally, we focused on Gys2 which is liver glycogen synthase and catalyzes the rate-limiting step in the synthesis of glycogen. Furthermore, loss-of-function mutations of Gys2 cause type 0 Glycogen Storage Disease (GSD) in children, who have glycogen storage defect and hypoglycemia as main symptoms^1,7^.

Similar to Fasn, a known substrate of METTL3 in liver, meRIP-seq peaks and MeRIP-qPCR revealed the enrichment of m6A modification in *Gys2* mRNA of Mettl3-WT, but much less in Mettl3-cKO (Fig. 3d, e, Supplementary Fig. 3c). As a result, loss of the enrichment of m6A peaks in *Gys2* mRNA accompanied by less *Gys2* mRNA and protein levels (Fig. 3f, g). Transcription regulation should be excluded, since no significant changes were observed in pre-mRNA of Gys2 between genotypes (Supplementary Fig. 3d). The results from METTL3 activity inhibition experiments also confirm these conclusions above (Supplementary Fig. 3e, f). What’s more, the construct with mutation of the potential METTL3 binding site in the *Gys2* CDS retained a much lower expression level than the WT construct (Fig. 4e–g). Finally, we observed 8-week-old mice had more mature *Gys2* mRNA than 4-week-old mice (Fig. 3h), but no significant difference in pre-mRNA of *Gys2* between ages (Supplementary Fig. 3h). And meRIP-qPCR assay demonstrated much more enrichment of m6A modification in 8-week-old mouse hepatocytes (Supplementary Fig. 3g). Taken together, these results indicated that *Gys2* mRNA should be a bona fide substrate of METTL3 in the mouse liver, and played an important role in glycogen regulation between pups and adults.

Like other epigenetic modifications, the functions of RNA m6A modification are carried out by RNA-binding proteins called m6A readers. Previously, a group of YT521-B homology (YTH) domain-containing family proteins (YTHDFs) were identified as m6A readers that control mRNA fate by regulating pre-mRNA splicing, facilitating mRNA translation and promoting mRNA decay^10,20–24^. Later, an increasing number of readers were identified^38^. Among these readers, insulin-like growth factor 2 (IGF2) mRNA-binding proteins 1, 2, and 3 (IGF2BP1/2/3) were reported by Huang et al. to preferentially recognize m6A-modified mRNAs and promote the stability (and probably also the translation) of thousands of potential mRNA targets in an m6A-dependent manner, thereby affecting global gene expression output^25^. In our study, a striking effect of *Mettl3* depletion was a substantially diminished *Gys2* mRNA level (Fig. 3f). Thus, we focused on readers that can stabilize target mRNAs. IGF2BP2, but not the other candidate proteins (IGF2BP1/3, YTHDF1/2/3), was essential to *Gys2* mRNA expression in Hepa 1-6 cells (Fig. 4a, Supplementary Fig. 4a). In addition, knockdown of IGF2BP2 in Hepa 1-6 cells could significantly shorten half-life of *Gys2* mRNA (Fig. 4b). Then, IGF2BP2-meRIP-qPCR assay confirmed binding of IGF2BP2 and *Gys2* mRNA, and this binding was METTL3 and m6A site-dependent (Fig. 4c, h, Supplementary Fig. 4c, d). In summary, IGF2BP2 emerged as a reader protein in METTL3-mediated Gys2 mRNA stability.

Logically, if the METTL3-IGF2BP2-GYS2 axis exists in cells, reconstitution of GYS2 would rescue *Mettl3*-cKO-associated hepatic glycogen deficiency. Here, reconstitution of GYS2 in hepatocytes of *Mettl3*-cKO mice by adeno-associated virus (AAV)-mediated transduction partially enhanced the accumulation of glycogen in the liver (Fig. 5c–e), improved serum glucose in free diet-fed mice (Fig. 5f), and increased blood glucose in mice after prolonged fasting (Fig. 5g). Moreover, the performance of *Mettl3*-cKO mice in the forced swim test was enhanced under AAV-GYS2 intervention (Fig. 5h). In conclusion, reconstitution of GYS2 partially rescued the unfavorable phenotypes associated with *Mettl3-*cKO in mice.

So far, our study demonstrated a METTL3-IGF2BP2-GYS2 axis that controls glycogenesis in liver. However, we could not completely exclude other factors that may also facilitate METTL3-associated glycogen storage, since liver contains various effectors to regulate glycogenesis. Life is complicated, and it usually have diverse mechanisms to regulate important phenotypes. For example, on core mechanism of m6A-regulated macrophage activation, we found SPRED2 was target of METTL3^24^, however, other team found IRAKM could be another key gene in this process^45^.

Does the METTL3-IGF2BP2-GYS2 axis exist in other mammals, such as rats? We investigated samples from male rats in different ages, and found that adult rats indeed have more glycogen storage than pups (Fig. 6a, b). As expected, the relative fold of m6A mRNA in livers have similar patterns to glycogen storage in indicated ages (Fig. 6c). Furthermore, *Mettl3* and *Gys2* also have much higher expression in livers of adult rats than pups (Fig. 6d, e). In addition, serum glucose of 8-week-old rats is higher than that of 4-week-old ones (Fig. 6f). Taken together, the phenomenon and mechanism, we found in mice, could also exist in other mammals, such as rats.

In summary, we revealed a METTL3-IGF2BP2-GYS2 axis that controlled glycogenesis in mammalian liver. On the one hand, this axis limited liver glycogen storage in mammalian pups to a very low level. As a result, a shortage of glycogen in the liver could improve the safety of animal pups in the wild by necessitating a short interval between feedings by their parents. On the other hand, this axis increases liver glycogen storage in adult mammals. Interestingly, under this condition, the abundance of glycogen in the liver could also improve the safety and facilitate the survival of adult mammals by allowing a long interval between meals in the wild (Fig. 7).

**Fig. 7:**
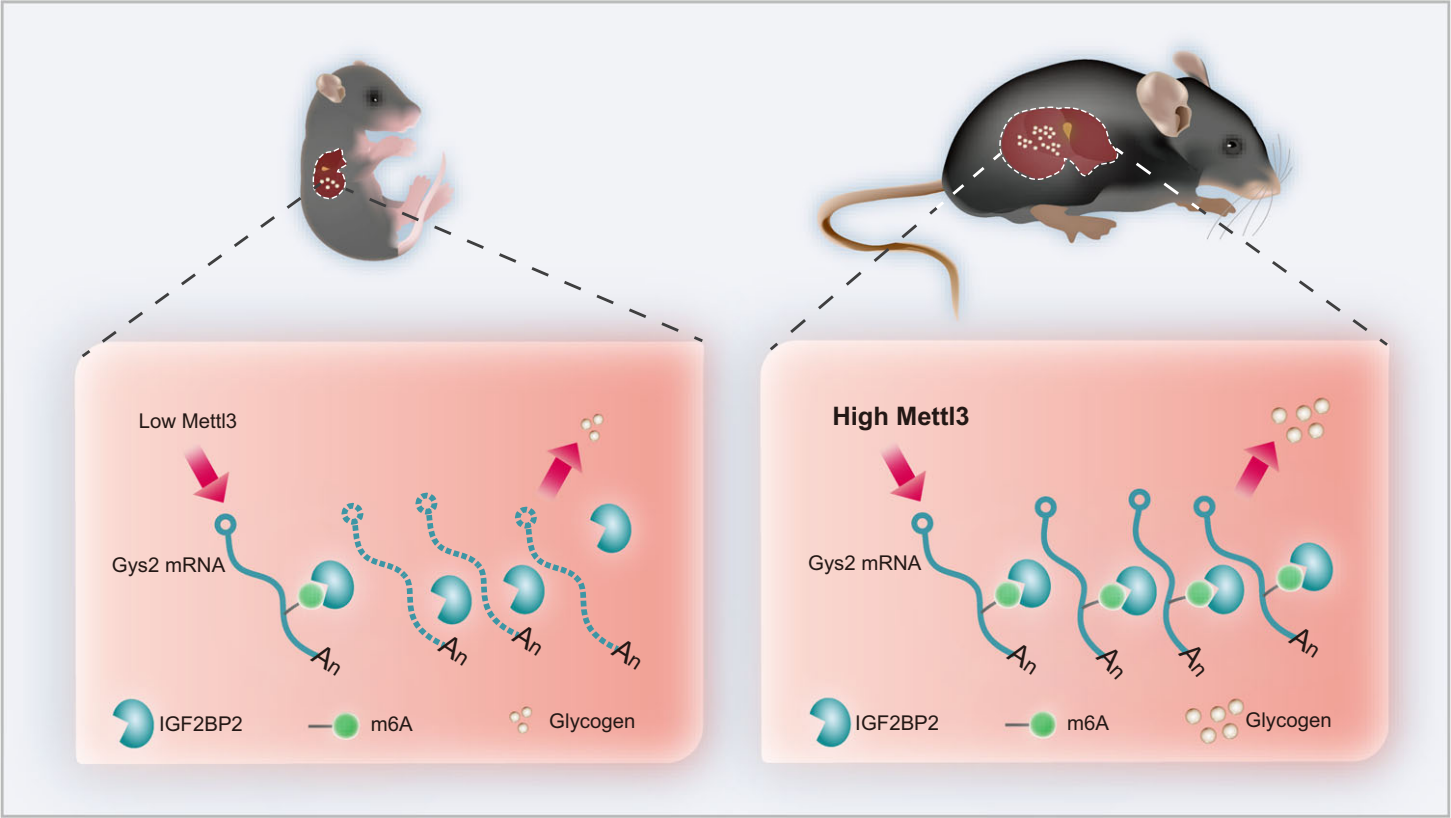
Model for m6A regulation of Gys2 mRNA in the liver. METTL3-IGF2BP2-GYS2 axis controls glycogenesis in mammalian liver. On the one hand, this axis limited liver glycogen storage in mammalian pups to a very low level. On the other hand, this axis increases liver glycogen storage in adult mammals.

## Methods

### Mice/rats

Methyltransferase-like 3 (*Mettl3*)-floxed mice were generated by Beijing Biocytogen Co., Ltd. Albumin (Alb)-Cre mice purchased from the Jackson Laboratory were crossed with Mettl3-floxed mice to generate Alb-cre *Mettl3*^-/-^ (wild-type, WT), Alb-cre *Mettl3*^fl/-^ (HET) and Alb-cre *Mettl3*^fl/fl^ (KO) mice. The PCR primers used for genotyping of each mouse strain are listed in Supplementary Table 1. All mice were on the C57BL/6 genetic background and were housed in individual cages. Littermate WT or HET mice were used as the control animals in each experiment. Experimental Sprague‑Dawley (SD) rats were purchased from Lab Animal Center of the Fourth Military Medical University. Without special instructions, experimental mice/rats were bred and maintained under specific pathogen-free conditions, fed standard laboratory chow, and kept on a 12 h light/dark cycle (zeitgeber time[ZT]0-ZT24). All animal experiments were approved by the Animal Experiment Administration Committee of the Fourth Military Medical University.

### Animal studies

#### Hepatic glycogen content

Each 10 mg liver tissues were homogenized with 200 μL 30% KOH on ice and the homogenate was boiled for 10 min to inactivate enzymes. The boiled samples were centrifuged at 13,400 × *g* for 10 min at 4 °C to remove insoluble materials and the supernatant was ready for the assay using a Glycogen Assay Kit II (colorimetric) (Abcam, ab169558), and the results were normalized to the weight of initial tissues.

#### Serum glucose detection (mice/rats)

Normal diet-fed mice with the indicated genotypes (8-week-old male mice, *n* ≥ 5) were sacrificed during ZT9-11. For rats, normal diet-fed ones with the indicated ages (male, *n* ≥ 5) were sacrificed during ZT9-11. Total blood was collected and centrifuged (1500 g/min, 5 min) to isolate serum. The serum glucose level was measured by Servicebio, Inc.

#### Blood glucose detection

Mice with the indicated genotypes (8-week-old male mice, *n* ≥ 5) fasted for 12–24 h. Blood glucose was measured using blood collected from mouse tail veins under sedation during ZT9-11.

#### Forced swim test

Mice with the indicated genotypes (8-week-old male mice, *n* ≥ 5) were tested with a method based on a previous report^46^.

#### Mettl3 inhibitor (STM2457) assay

Eight-week-old male C57BL/6 mice were i.p. treated daily for 5 days with either vehicle or 50 mg/kg STM2457 (Selleck^TM^, S9870). Then, mice were sacrificed to detect glycogen or others.

#### Adeno-associated virus (AAV)-mediated reconstitution of liver-specific glycogen synthase (Gys2)

AAVs containing luciferase (Luc) or Gys2 constructs were injected i.v. into mice with the indicated genotypes (8-week-old male mice, *n* ≥ 6). Three weeks after injection, mice were evaluated by the indicated assays.

### Glycogen periodic acid-Schiff (PAS) staining and histological detection

Qualitative assessment of liver tissue glycogen was performed using periodic acid-Schiff (PAS) staining. Mice/rats with the indicated genotypes or ages (*n* ≥ 5) were sacrificed. The livers were rapidly harvested, and slices of the left and medial lobes were obtained and post fixed overnight with 4% paraformaldehyde in phosphate-buffered saline. Liver tissues were embedded in paraffin, sectioned (4 µm), and stained with PAS following the protocol of Vesselinovitch et al.^47^. Immunohistochemical assays were performed on FFPE sections as reported previously^48^. Antibodies against Gys2 (1:100, 22371-1-AP, Proteintech®) were used. Staining intensities were measured using Image J software (National Institutes of Health, Bethesda, MD, USA).

### Transmission electron microscopy (TEM)

Liver samples were obtained from the left lobe and were fixed with 2.5% glutaraldehyde (pH = 7.2) and 1% osmium tetroxide and processed as described previously^49^. The slices were examined with a transmission electron microscope (JEM-1230, JEOL Ltd., Tokyo, Japan). Images were acquired by a technician blinded to the treatment.

### Isolation of hepatocytes

Mice were perfused with 15 mL of prewarmed collagenase type I (0.1% w/v, Gibco) through the portal vein for 15 min. Livers were then removed and minced, and hepatocytes were pelleted by centrifugation at 50 *×* *g* for 3 min three times. The purity of hepatocytes exceeded 90%.

### Cell culture

Hepa 1-6 (mouse hepatocellular carcinoma) and HEK-293T cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Gibco BRL, USA) supplemented with 10% fetal calf serum (FCS; Gibco BRL, USA) and antibiotics (complete medium). Cells were incubated in a humidified atmosphere of 5% CO_2_ in air at 37 °C.

### AAV vector production

Recombinant AAV vectors were produced by a standard triple-transfection calcium phosphate precipitation method using AAV-293 cells. The production plasmids (AAV-MCS, AAV-DJ, and pHelper) were from the AAV-DJ Helper Free Expression System (CELL BIOLABS, VPK-410-DJ), and the AAV-Luc and AAV-Gys2 constructs were generated from AAV-MCS. Purification was performed with clarified AAV-293 cell lysates using a ViraBind™ AAV Purification Mega Kit (CELL BIOLABS, VPK-141). Viral genome (vg) titers were determined with a QuickTiter™ AAV Quantitation Kit (CELL BIOLABS, VPK-145).

### Quantitative real-time PCR (qRT-PCR)

Total RNA was isolated from cells using TRIzol (Invitrogen). For qRT-PCR analysis of nascent and mature mRNAs, first-strand cDNA was synthesized using a Prime Script qRT-PCR Kit (Takara). The amplification signal of qPCR data was acquired by Bio-Rad CFX Manager 3.1. The expression levels of the target genes were determined by amplification with specific primers. The primers used are listed in Supplementary Table 2.

### N6-methyladenosine (m6A)-sequencing (m6A-seq) and quantification of mRNA methylation by m6A-methylated RNA immunoprecipitation sequencing with RT-qPCR (MeRIP-qPCR)

Total RNA was isolated from cells using TRIzol (Invitrogen). MeRIP-Seq was performed by Cloudseq Biotech Inc. (Shanghai, China) according to the published procedure with slight modifications. Briefly, m6A RNA immunoprecipitation was performed with the GenSeq^TM^ m6A RNA IP Kit (GenSeq Inc., China) by following the manufacturer’s instructions. Both the input sample without immunoprecipitation and the m6A IP samples were used for RNA-seq library generation with NEBNext® Ultra II Directional RNA Library Prep Kit (New England Biolabs, Inc., USA). The library quality was evaluated with BioAnalyzer 2100 system (Agilent Technologies, Inc., USA). Library sequencing was performed on an illumina Hiseq instrument with 150 bp paired-end reads.

Briefly, Paired-end reads were harvested from Illumina HiSeq 4000 sequencer, and were quality controlled by Q30. After 3’ adapter-trimming and low-quality reads removing by cutadapt software (v1.9.3). First, clean reads of all libraries were aligned to the reference genome (UCSC MM10) by Hisat2 software (v2.0.4). Methylated sites on RNAs (peaks) were identified by MACS software. Differentially methylated sites were identified by diffReps. These peaks identified by both softwares overlapping with exons of mRNA were figured out and chosen by home-made scripts. GO and Pathway enrichment analysis were performed by the differentially methylated protein-coding genes.

For MeRIP-qPCR, poly(A)^+^ mRNA was isolated using a Dynabeads^TM^ mRNA Direct Purification Kit (61006, Invitrogen). Purified RNA (2 μg) was used for enrichment of m6A-containing mRNA with a Magna MeRIP^TM^ m^6^A Kit (17-10499-1, Millipore, 5 μg antibody per sample), and the RNA was purified according to the manufacturer’s protocol. The resulting final product was used for qRT-PCR. The primers used to amplify mouse mature Gys2 mRNA are listed in Supplementary Table 2.

### Relative quantification of mRNA m6A methylation

mRNA was isolated using the Dynabeads^TM^ mRNA Direct Purification Kit (61006, Invitrogen). Methylation of purified mRNA was quantified using an EpiQuik m6A RNA Methylation Quantification Kit (P-9005, EpiGentek) according to the manufacturer’s protocol.

### RNA immunoprecipitation-qPCR (RIP-qPCR)

This procedure was performed according to a previously published report^24^. Hepa 1-6 cells or mettl3-HET/cKO hepatocytes were washed twice with PBS and lysed in lysis buffer (150 mM KCl, 10 mM HEPES (pH 7.6), 2 mM EDTA, 0.5% NP-40, 0.5 mM dithiothreitol (DTT), 1:100 protease inhibitor cocktail, 400 U/ml RNase inhibitor). The cell lysates were centrifuged. A 50-μl aliquot of the cell lysate was saved as input, and the remaining sample was incubated with 20 µl of protein A beads previously bound to 5 μg IgG or an anti-insulin-like growth factor 2 mRNA-binding protein 2 (IGF2BP2) antibody (Proteintech^TM^) for 4 h at 4 °C. The beads were washed 2 times with wash buffer (50 mM Tris, 200 mM NaCl, 2 mM EDTA, 0.05% NP40, 0.5 mM DTT, RNase inhibitor). RNA was eluted from the beads with 50 μl of RLT buffer and purified with RNeasy columns (217004, QIAGEN). RNA was eluted in 100 µl of RNase-free water and reverse transcribed into cDNA using a Prime Script qRT-PCR Kit (Takara) according to the manufacturer’s instructions. The fold enrichment was determined by qRT-PCR. The primers used for amplifying mouse mature Gys2 and Fasn mRNA are listed in Supplementary Table 2.

### mRNA stability analysis

To evaluate mRNA stability, Hepa 1-6 cells, with normal or knockdown IGF2BP2, were treated with actinomycin D (Sigma) at a final concentration of 5 μg/ml for 0, 2, or 4 h. The cells were collected, and RNA samples were extracted for reverse transcription. The mRNA transcript levels of interest were determined by qRT-PCR.

### Dual-luciferase reporter assay

Transfection was performed using Lipofectamine 2000 (Invitrogen). pmirGLO Fluc-Gys2 WT or indicated Mutant construct was transfected into HEK-293T cells for 48 h. Cell extracts were prepared and luciferase activity was measured using the Dual Luciferase Reporter Assay System (Promega, Madison, WI, USA). The relative firefly luciferase (Fluc) activity was normalized with its respective Renilla luciferase (Rluc) activity.

### Western blot analysis

Cells were harvested and lysed with RIPA buffer. The protein concentration was determined using a BCA kit. Samples were separated on 10% SDS-PAGE gels and blotted onto nitrocellulose membranes (Millipore). Membranes were incubated at 4 °C overnight with primary antibodies at the following concentrations: anti-GYS2 (1:2000, 22371-1-AP, Proteintech®), anti-IGF2BP2 (1:1000, 11601-1-AP, Proteintech®), anti-METTL3 (1:1000, ab195352, EPR18810, Abcam), anti-Flag-tag (1:1000, F1804, Sigma), anti-GFP (1:1000, 50430-2-AP, Proteintech®), and anti-β-actin (1:4000, Sigma). Membranes were then washed three times with TBST and incubated with HRP-conjugated anti-mouse IgG (1:10,000, 7076, Cell Signaling Technology) or anti-rabbit IgG (1:10,000, 7074, Cell Signaling Technology) diluted in TBST containing 1% non-fat milk at room temperature for 1 h. After a final wash with TBST, the membranes were developed with ECL reagents and visualized using a Tanon 5500 imaging system. The ratio of the expression of the indicated molecule to that of β-actin was determined using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### Bioinformatic analysis

Figure 3a, b: Motif analysis was performed using HOMER(Version 4.10)^50^ to search motifs in each set of m6A peaks. Metagene profiles were generated as described^51^. Peak density plot was visualized by R package Trumpet (https://github.com/skyhorsetomoon/Trumpet)^52^. Supplementary Fig. 3a, b: Gene Ontology (GO) biological process (BP) enrichment was analyzed by CloudSeq Biotech; *p* < 0.05 was considered to indicate significant enrichment.

A different-age mouse liver RNA-seq dataset with the GEO series accession number GSE58827 was download from NCBI’s Gene Expression Omnibus.

### Statistical analysis

Data were analyzed using GraphPad Prism (Version 6.02). Linear regression was performed to judge the relationship between relative fold of m6A mRNA and hepatic glycogen content at different age samples in Fig. 1d. Kolmogorov-Smirnov test was performed to determine significance in Supplementary Fig. 3a, b. Two-tailed Student’s t-test, one-way ANOVA, and two-way ANOVA were performed with *P* < 0.05 considered significant. Exact information was in legends of indicated figures.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Raw data for RNA-sequencing and m6A-RIP sequencing have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE207566. Sequencing reads were mapped to themousemm10 genome. A different-age mouse liver RNA-seq dataset with GEO Series accession number GSE58827 was obtained from NCBI’s GEO. All other data analyzed or generated during this study are included in this published article and its supplementary information files. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

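The deposited data used here are the authors' processed tables: 8 libraries of gene expression and 6 libraries of m6A immunoprecipitation (IP) from mice aged 8 weeks. Male hepatocytes have 1 input and 1 IP library per genotype, male liver 2 of each per genotype, and female liver 1 RNA-seq library per genotype without IP. Raw reads were not analysed here. The paper names the GenSeq m6A IP kit and the NEBNext Ultra II Directional kit, while the sample labels name a Synaptic Systems antibody and the NEBNext Ultra kit for MeRIP-seq, and ribosomal RNA depletion with a TruSeq Stranded kit for RNA-seq. Both were sequenced as paired ends on an Illumina HiSeq. The authors trimmed reads with cutadapt 1.9.3 and aligned them to mm10 with HISAT2 2.0.4.

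The deposited expression values are FPKM from the authors' Cufflinks and Cuffdiff (versions not given in the sources used here), with 22564 gene entries and 22481 symbols, of which each library has its own column. The deposited count columns are estimated signal scaled by the authors with 1 factor per library, and were used to estimate depth. The smallest step between low values gives the factor, and 92.1% to 95.4% of low values are whole multiples of it within 0.02 steps. The estimated fragments on genes are 1737366 and 3564830 for the hepatocyte inputs labelled WT and cKO, 3261250 and 3620890 for the male livers labelled WT (replicates 2 and 3), and 3314545 and 5875113 for those labelled cKO. The female libraries hold 10419534 (WT) and 10908988 (cKO). Between 8895 and 11156 genes reach 1 FPKM per library, mitochondrial genes take 11.9% to 38.5% of FPKM, and the top 50 genes 43.3% to 60.2%. At these depths a gene near 1 FPKM rests on few fragments. The depth of the IP libraries is not given in the sources used here. Several mitochondrial genes and the albumin gene are listed at 0 in some libraries and not in others, and no fold change was taken from them.

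The deposited peak lists come from the authors' MACS runs, 1 per library, limited to peaks that overlap exons. The fold enrichment in them is the ratio of IP over input as the authors' MACS gives it. Their score is -10 log10 of the p-value, as the authors' MACS gives it. Their false discovery rate is in percent, as the authors' MACS gives it. Genotypes, tissues and sexes were taken from the sample labels. The female library titled WT, whose genotype tag reads Mettl3 cKO, was taken as WT.

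Male liver was the only replicated comparison and was tested with limma 3.58.1 (R 4.3.3, moderated variance with a trend) on log2 of FPKM plus 1, for the 10922 genes with a mean of at least 1 FPKM. P-values were adjusted by the Benjamini-Hochberg method, and 0.05 is the threshold. Hepatocytes and female liver have 1 library per genotype and give fold changes without a p. The reported tests stay within 1 table, since the tables were normalized separately. The alternative fits over several tables take the table as a block, so that each contrast is formed inside its own table. On simulated tables of the same size, 43.0% of genes changed 4-fold and 100% of those changed 16-fold were called, among 200 changed genes, with 9 unchanged genes called.

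Gene lists were fixed before the values were seen: 38 lists of at least 3 measured genes, tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Of the 38, 23 pass camera at the preset value (9 up, 14 down). The 14 include the list of Gys2, Fasn, Mlxipl and Egfr, which the study chose on these samples and which is not independent evidence. With an estimated correlation 0 pass (adjusted p from 0.213 to 0.488 for those 23), and fry passes 16, of which 14 are among the 23. The estimated correlation rests on the 2 residual degrees of freedom of the fit and leaves little power. Its 0 passes therefore say little for or against a list. The preset value treats the genes of a list as nearly independent. Its p-values thus measure spread between genes more than between livers, and are too small where genes of a list vary together. fry tests whether a list's genes move one way on balance, without comparing them with other genes. In the unreplicated tables a list's median was ranked among 10000 random lists matched in 20 bins of expression. The genes named in the text are taken from those that the paper names, from the 4 largest changes of each list, from the largest changes of a table with at least 5 FPKM in a library, and from those lower in all 3 tables. Gene families with near-identical copies are counted rather than named. Gene Ontology terms of 10 to 500 genes were taken from the authors' tables and tested with one-sided Fisher's exact tests against the tested genes. That term test was not in the plan fixed before the data were seen.

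Peaks were compared with bedtools 2.31.1, where 1 shared bp counts as an overlap, and were placed with GENCODE M21 on GRCm38. Sequence words and profiles were counted with Python 3.11.15, pysam 0.24.0, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures drawn with matplotlib 3.10.9. Controls for the motif are windows 500 nt away in the same region, for peaks with at least 5 nt of sequence. The positions of the GYS2 mutants A1172T and A2111T were read from the paper.

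Alternatives fixed before the values were seen were a pseudocount of 0.1, no expression filter, median-ratio scaling, leaving out each liver library, a fit over all 3 tables, fold thresholds of 1.5 and 4, an overlap of 50%, peaks with an enrichment of at least 4 or p under 1e-10, no cKO peak anywhere in the gene, windows of 100 bp and the DRACH consensus. Added after the values were seen were a fit of both livers, scaled counts, exchanged labels of the hepatocyte input or IP, male and female liver only, and peaks with an enrichment of at least 20 and p under 1e-15. The paper's diffReps thresholds for lost peaks (Discussion) need read counts and were not applied. The paper's source data file holds values of other assays and was not analysed here.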

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

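The bounds on expression for hepatocyte peaks and on replicate differences for liver peaks were set before the results were seen, and the tests of exchanged labels, of m6A in undeleted cells, of a low input and of loss in both directions, also for shared liver peaks, were chosen afterwards.

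In hepatocytes, non-parenchymal genes had more peaks in the IP library labelled cKO (45 of 53 genes) although the input with that label held far less of them, C1qb being at 1.29 against 83.9 FPKM. m6A kept in cells in which Mettl3 was not deleted would leave such peaks in both libraries, with 12 genes under the label WT, but it would also give these cells a larger share of an IP short of hepatocyte m6A, so it stays open beside the paper's statement that hepatocyte purity exceeded 90% (Methods). Exchanged labels between the hepatocyte IP and input libraries would put the paper's 4 lower genes higher in the input labelled cKO, and their median of 2.30 is in line with that, while the paper's MeRIP-qPCR of Gys2 in hepatocytes (Fig. 3e) runs the way the IP labels do. Fold enrichment over a low input might add peaks as well, since WT peaks were missing 35.7 percentage points more often in genes 2-fold higher in the input labelled cKO than in genes 2-fold lower, a value that exchanged labels would also give. Genes almost absent from the input of a label had a peak in the IP of that label and of the other unevenly (hepatocytes 42 and 12 of 65 for cKO, 6 and 4 of 22 for WT; male liver 13 and 4 of 16 for cKO, 4 and 0 of 25 for WT), and an FPKM near 0 can be a gap in these tables, so these explanations cannot be told apart.

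For the 64.5% of hepatocyte WT peaks with no overlap in cKO, peak calls that differ between any 2 libraries could not be judged: the share differs by -0.187 points from that in the other direction, but lists of nearly equal length fix this value, and hepatocytes have no replicate. Fewer reads on genes with lower expression gave -14.3 points as labelled, under the bound of 10 points set before. That bound took the labels of IP and input as matching, which the cell-type genes put in doubt, and with the input labels exchanged the value is 21.4 points. Whether expression explains the loss therefore cannot be told. An effect of genotype on these peaks remains open beside it.

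For male liver, the share of WT peaks missing from a cKO library exceeded that missing from the other WT library by at most 9.60 points. That is within the 10 points set before for peak calls that differ between any 2 libraries. The share missing also depends on the length of the list searched, with 2424 and 1052 peaks under the label WT and 1624 and 1127 under cKO. The bound therefore cannot tell such calls from an effect of genotype. Peaks shared by both WT libraries were in neither cKO library in 20.3% of cases, and peaks shared by both cKO libraries in neither WT library in 25.9%, so these shares show no excess of loss under the label cKO, while an effect of genotype stays open.

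The 4 genes the paper follows moved in opposite ways in hepatocytes and male liver, where each was lower: the hepatocyte log2 fold changes as labelled were 2.03 for Gys2, 3.42 for Fasn, 2.37 for Mlxipl and 2.24 for Egfr. This difference between tissues was not tested. The female-biased list had a median of -2.77 in female liver, with 16 of 20 genes at least 2-fold lower, and of 1.83 in male liver over the 12 genes past the expression filter (0.67 over 19 genes without it), a contrast between tables that was not tested either. The male-biased list had a median of -3.19 in male liver (quartiles -5.31 to -2.75), where 10 of 13 genes fell and 13 did when adjusted over the list alone (camera adjusted p = 5.38e-23; adjusted p = 0.213 with an estimated correlation). Its steroid hydroxylase gene Cyp7b1 fell by 5.40 (standard error 0.41, adjusted p = 0.0021). Among genes that the study did not follow, the fetal liver list had a median of 2.93 in male liver, the p53 target list 1.78 and the NRF2 target list 1.77.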

How the results depend on the processing

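The fit of both livers, scaled counts, exchanged labels, both liver tables only, peaks shared by both cKO libraries and strict peaks (enrichment of at least 20 and p under 1e-15) were chosen after the values were seen, and the other settings were fixed before.

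Without the expression filter limma called 2 genes higher and 14 lower of 14932, with median-ratio scaling 170 and 286, and with any 1 library left out 0 and 0 (965 to 2198 and 298 to 879 at an unadjusted p under 0.05). Those fits have 1 residual degree of freedom and assume that the lone library varies like the other group, so their 0 calls say little on stability. A fit of all 3 tables called 0 and 0 (1906 and 98 at an unadjusted p under 0.05), a fit of both livers 1466 and 382, and scaled counts 957 and 297. With the replicate number as a replicate block it called 793 and 288, and 8 of the named genes passed that did not otherwise, Fasn (adjusted p = 0.0102) and Mlxipl (adjusted p = 0.00739) among them. The differences between replicates 3 and 2 in WT and in cKO correlate at 0.126 across genes. The paper uses littermates as controls, but neither it nor the labels say that libraries of the same number are littermates. Median-ratio scaling sets the median gene near 0, which turns the larger group from higher to lower genes, and which scale is right was not tested. Gys2 stayed at -1.99 without the filter (adjusted p = 0.105), at -2.19 to -1.78 with a library left out, and at -0.99 in the fit of all 3 tables (adjusted p = 0.465). Of 53 named genes, 36 were weaker without the filter, 39 with any library left out, 8 with median-ratio scaling and 5 with a pseudocount of 0.1. Single genes changed sign in the fit of all 3 tables (Aqp8 0.17, C1qb -0.073, Clec4f -0.48, Eif2s3y 0.21) or with a library left out (Aqp8 from -0.96 to 0.81, the latter without WT replicate 3, and Mob4 from -2.54 to 0.34, the latter without cKO replicate 2).

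GO terms enriched among the lower genes were 12 with a pseudocount of 0.1, 0 without the filter (10 at an unadjusted p under 0.05 by Fisher's exact test), 27 with median-ratio scaling, 25 with the replicate block, 24 in the fit of both livers and 25 with scaled counts, of which 4, 0, 14, 10, 13 and 12 name metabolism or oxidation. Among the higher genes they were 3, 0 (2 unadjusted), 1, 9, 8 and 14.

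With an estimated correlation, which rests on 2 residual degrees of freedom and has little power, 0 gene lists pass. With median-ratio scaling the male liver medians lie lower: fatty acid oxidation -0.24, glycolysis -0.23, glycogen breakdown -0.13, acute phase genes -0.19 and lymphocytes turn below 0. Of the lists that keep their sign, those changed by more than a factor of 1.5 were hepatocyte identity -0.90, gluconeogenesis -0.98, urea cycle -1.19, pericentral -1.07, periportal -1.02, plasma proteins -1.27, cholesterol -1.10, clock genes -0.46, red blood cells -0.75, Y chromosome genes -0.72, Kupffer cells 0.64, immediate early genes 0.74, endothelium 0.0014, the respiratory chain 0.050, m6A readers 0.25, m6A writers and erasers 0.16, interferon genes 0.22 and the unfolded protein list 0.37. List medians with another camera or fry direction were, in the fit of all 3 tables, Kupffer cells -0.084, female-biased genes 0.050, glycogen breakdown 0.28, immediate early genes 0.017, interferon genes 0.067, endothelium -0.47 and stellate cells 0.27. In the fit of both livers they were female-biased genes -0.36 and glycogen breakdown 0.45. With fry they were lymphocytes 0.18, fatty acid oxidation 0.26, glycogen breakdown 0.22 and glycolysis 0.27. For lymphocytes they were also 0.65 with a pseudocount of 0.1, -0.021 with median-ratio scaling, and 0.69 with scaled counts. With a library left out the lymphocyte median ran from -0.080 to 0.74, where camera turned without WT replicate 2 (0.74) and without cKO replicate 3 (0.40). Camera also turned for glycogen breakdown (0.16 to 0.28) and interferon genes (0.14 to 1.05) without cKO replicate 3, and for the unfolded protein list (0.59 to 0.81) without cKO replicate 2 (0.63).

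Genes lower by the fold threshold were 435 in hepatocytes at 4-fold and 2266 with the input labels exchanged. In male liver they were 1284 at 1.5-fold, 175 at 4-fold, 1293 with median-ratio scaling, and 610 to 1203 with a library left out. In female liver they were 1939 at 1.5-fold, 402 at 4-fold and 2351 with median-ratio scaling. Genes lower in all 3 tables were 10 at 1.5-fold, 0 at 4-fold, 8 with a pseudocount of 0.1, 5 without the filter, 10 with median-ratio scaling, and 2 to 4 with a library left out. They were 313 with the hepatocyte input labels exchanged and 392 with both liver tables only. Candidates with peak loss were 4 at 1.5-fold, 0 at 4-fold, 0 with no cKO peak in the gene, 271 with the input labels exchanged, 324 with both liver tables only, 0 with strict peaks, 1 with scaled counts, and 220 with exchanged labels and strict peaks.

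Genes with peak loss were 2039 with no cKO peak in the gene. The share of hepatocyte WT peaks without an overlap was 69.0% with 50% overlap, 65.9% with an enrichment of at least 4, 63.5% with p under 1e-10 and 59.2% with strict peaks. For liver WT replicate 2 it was 60.0% with an enrichment of at least 4, 52.7% with p under 1e-10, 79.2% without cKO replicate 2 and 75.9% without cKO replicate 3. For WT replicate 3 it was 56.0% with p under 1e-10, 65.6% without cKO replicate 2 and 52.8% without cKO replicate 3. For peaks in both WT livers it was 20.3%, with 37.0% and 27.7% without cKO replicates 2 and 3, and for peaks in both cKO livers, set against WT, 25.9%. The share of WT hepatocyte peaks with the motif was 42.7% within 100 bp and 91.7% for DRACH.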

Differences from the paper's values

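The settings with exchanged labels, both livers only, scaled counts and strict peaks were chosen after the values were seen, and the others were fixed before.

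The paper's text gives 26 candidate genes lower in 3 RNA-seq tables with m6A loss in hepatocytes, and 2 were found here. Every alternative fixed before differs as well: 4 with 1.5-fold, 0 with 4-fold, 3 with a pseudocount of 0.1, 2 without the filter, 3 with median-ratio scaling, 2 with any library left out, 2 for each change of the overlap or peak threshold, and 0 where no cKO peak may lie in the gene. Of the added settings, 271 were found with the hepatocyte input labels exchanged (expected 168) and 220 with these and strict peaks (expected 124), both including the paper's 4 named genes. The others gave 3 (IP labels exchanged), 324 (both livers only, expected 195), 0 (strict peaks) and 1 (scaled counts). These expected counts take peak loss as unrelated to the hepatocyte input, against which the peaks were called. An excess over them therefore does not bear on which labels are right. Fig. 3c shows about 160 genes lower in all 3 tables (read by eye), against 3 here. The settings fixed before all differ too, with 10 (1.5-fold), 0 (4-fold), 8 (pseudocount 0.1), 5 (no filter), 10 (median-ratio) and 2 to 4 (a library left out). The added ones gave 313 (input labels exchanged), 392 (both livers only) and 4 (scaled counts).

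For genes with m6A loss in hepatocytes Fig. 3c shows about 280 (read by eye), against 5818 here. The settings fixed before all differ, with 6080 (50% overlap), 5834 (enrichment of at least 4), 5568 (p under 1e-10) and 2039 (no cKO peak in the gene), and so do the added 6426 (IP labels exchanged) and 4355 (strict peaks). The paper's thresholds on differential methylation by diffReps were not applied, since the lists used here hold peaks and no read counts.

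The paper states that all candidates are lower in cKO hepatocytes, while Gys2, Fasn, Mlxipl and Egfr are higher in the input labelled cKO here, and lower only with its labels exchanged. It states that peak density rises steadily along the CDS, while the share of hepatocyte WT peak centres per bin is level there. The paper's profile is a density normalized by length (Fig. 3b), and the value here counts centres of listed peaks. These measures are unlike, so the difference may lie in the counting. For peak loss in liver the paper reports metabolic terms at its threshold of p under 0.05. Here 12 of 148 terms lie under that value by Fisher's exact test, and after adjustment 0 pass. Genes with loss were 1819 of the 2479 in this test, so most genes of any term are among them. The first terms were carbohydrate metabolic process (23 of 24 genes, expected 17.6) and oxidation-reduction process (78 of 92, expected 67.5). They are no evidence for or against the paper's terms.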

Other observations

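The lists of genes below were fixed before the values were seen, and the single genes outside them were picked by size of change afterwards.

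In male liver, p53 targets, fetal liver genes, NRF2 targets and ribosomal genes were higher in the libraries labelled cKO by camera at the preset correlation. Of 17 measured p53 targets, 8 rose and 0 fell (13 and 0 adjusted over the list alone; camera adjusted p = 1.65e-05; adjusted p = 0.213 with an estimated correlation). Cdkn1a, which halts the cell cycle, rose by 3.58 on the log2 scale (standard error 0.42, adjusted p = 0.0117 from limma). Fetal liver genes had 6 of 10 higher and 0 lower (10 and 0 adjusted over the list alone; camera adjusted p = 2.11e-07; adjusted p = 0.213 with an estimated correlation). Afp, the fetal albumin, rose by 4.53 (standard error 0.43, adjusted p = 0.00583), and Gpc3, a glypican of fetal liver, by 3.49 (standard error 0.42, adjusted p = 0.0126). NRF2 targets had 5 of 16 higher and 0 lower (11 and 0 adjusted over the list alone; camera adjusted p = 3.88e-05; adjusted p = 0.287 with an estimated correlation). The glutathione transferase gene Gstm3 rose by 3.61 (standard error 0.59, adjusted p = 0.0243). Cytosolic ribosomal proteins had 9 of 20 higher and 0 lower (18 and 0 adjusted over the list alone), with a median of 1.75 (camera adjusted p = 3.4e-09; adjusted p = 0.239 with an estimated correlation). Rplp0, of the ribosomal stalk, rose by 2.69 (standard error 0.37, adjusted p = 0.0167). In female liver, where the median gene stood at 0.61, the fetal (2.61), ribosome (2.94) and NRF2 (1.53) medians ranked at percentiles 100, 100 and 99.0 of matched random lists. The p53 median of 1.04 ranked at 87.4, within the range of other genes.

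Some lists of cell types and the cell cycle list had medians above 0 as well, and above the median of 0.42 of all male liver genes. Cell cycle genes had 1 of 18 higher and 0 lower (8 and 0 adjusted over the list alone), with a median of 1.25 (camera adjusted p = 0.003; adjusted p = 0.345 with an estimated correlation). The replication helicase gene Mcm6 rose by 2.42 (standard error 0.44, adjusted p = 0.032). Cholangiocyte genes had 2 of 8 higher and 0 lower (6 and 0 adjusted over the list alone), with a median of 1.76 (camera adjusted p = 0.0037; adjusted p = 0.231 with an estimated correlation). The tight junction gene Cldn4 was listed at 0 in both WT livers and was at 10.8 and 8.60 FPKM in those labelled cKO. Kupffer cell and macrophage genes had 2 of 19 higher and 0 lower (6 and 0 adjusted over the list alone), with a median of 1.14 (camera adjusted p = 0.00368; adjusted p = 0.409 with an estimated correlation) that was 0.68 without cKO replicate 3. The scavenger receptor gene Marco rose by 3.77 (standard error 0.37, adjusted p = 0.00649). Stellate cell genes had 2 of 16 higher and 0 lower (5 and 0 adjusted over the list alone; camera adjusted p = 0.00143; adjusted p = 0.213 with an estimated correlation). Col4a1, a basement membrane collagen, rose by 2.26 (standard error 0.44, adjusted p = 0.0359). Female-biased genes in male liver had 3 of 12 higher and 1 lower (8 and 2 adjusted over the list alone; camera adjusted p = 0.0493; adjusted p = 0.466 with an estimated correlation). That call is lost without WT replicate 3 (adjusted p = 0.282), cKO replicate 2 (0.308) or cKO replicate 3 (0.0591), and with a pseudocount of 0.1 (0.0565) or scaled counts (0.106). Red blood cell genes had 1 of 5 lower, also adjusted over the list alone, with a median of -0.28 (camera adjusted p = 0.0352; adjusted p = 0.488 with an estimated correlation). The median turns to 0.65 without WT replicate 3 (adjusted p = 0.354) and 0.60 without cKO replicate 2 (adjusted p = 0.372), moves to -1.35 and -1.15 without WT replicate 2 and cKO replicate 3, and the call is also lost with median-ratio scaling (adjusted p = 0.0967). The lower gene was Alas2, of heme synthesis, which fell by 3.22 (standard error 0.49, adjusted p = 0.021).

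The other lists did not pass camera. The unfolded protein and integrated stress list had 2 of 20 genes higher and 0 lower (5 and 2 adjusted over the list alone), with a median of 0.83 (camera adjusted p = 0.689). Its asparagine synthetase gene Asns rose by 3.09 (standard error 0.38, adjusted p = 0.0134). Acute phase genes had 2 higher and 3 lower of 17 (3 and 4 adjusted over the list alone), with a median of 0.30 while camera pointed down (adjusted p = 0.0658). There the iron-binding lipocalin gene Lcn2 rose by 3.01 (standard error 0.34, adjusted p = 0.01) and Crp, of C-reactive protein, fell by 3.45 (standard error 0.35, adjusted p = 0.00711). Interferon genes had 1 of 18 higher (4 adjusted over the list alone) and a median of 0.60 (adjusted p = 0.357). Immediate early genes had 1 of 12 higher, also adjusted over the list alone, and a median of 1.16 (adjusted p = 0.114). Myc, a growth regulator, rose by 2.44 (standard error 0.38, adjusted p = 0.021). Neutrophil genes had 1 of 4 higher and a median of 1.27 (adjusted p = 0.321). Lists with 0 genes called were endothelium (median 0.47, adjusted p = 0.439), lymphocytes (0.18, with camera pointing down, adjusted p = 0.877), clock genes (-0.00, adjusted p = 0.109) and Y chromosome genes (-0.25, adjusted p = 0.134). The last list also names Xist, which was not among its 4 measured genes. With 1 library left out camera passed for acute phase genes (adjusted p = 0.0423 without WT replicate 3), clock genes (0.0158 without WT replicate 3, 0.0186 without cKO replicate 2), immediate early genes (0.0317 without cKO replicate 3) and interferon genes (0.0484 without cKO replicate 2). The Y gene Eif2s3y was at 12.6 to 18.2 FPKM in male and 0.141 and 0.166 in female livers. The hepatocyte inputs, also labelled male, held less of it than male liver, 1.09 (WT) and 4.47 FPKM (cKO). Ddx3y, another Y gene, was at 0.558 and 3.64 FPKM in these 2 inputs.

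The m6A machinery had 0 of 10 writers and erasers called (median 0.60, camera adjusted p = 0.226) and 0 of 10 readers (median 0.73, adjusted p = 0.109; 1 higher adjusted over the list alone). The first median was 0.22 without cKO replicate 2, and the second 0.42 without WT replicate 3 and 1.14 without cKO replicate 3, where camera passed (adjusted p = 0.0264). The reader gene Ythdf2 was at 1.69 (standard error 0.40, adjusted p = 0.0604) and Igf2bp2, the reader that the paper follows, at 1.47 (standard error 0.69, adjusted p = 0.234). Aqp8, a water channel whose protein the paper reports as lower, was at -0.07 (standard error 0.61, adjusted p = 0.954). Of the largest single changes, S100a11, a calcium-binding protein gene, rose by 5.16 (standard error 0.32, adjusted p = 0.00109) and the complement gene C8a fell by 6.53 (standard error 0.39, adjusted p = 0.000854). Ly6d, a surface protein gene, rose by 6.67 (standard error 0.59, adjusted p = 0.00387) and was at 5.87 and 834.8 FPKM in the female livers labelled WT and cKO.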
